# Single-cell RNA sequencing reveals the role of immune-related autophagy in spinal cord injury in rats

**DOI:** 10.3389/fimmu.2022.987344

**Published:** 2022-09-21

**Authors:** Erliang Li, Rongbao Yan, Kang Yan, Rui Zhang, Qian Zhang, Peng Zou, Huimei Wang, Huan Qiao, Shuang Li, Qiong Ma, Bo Liao

**Keywords:** single-cell RNA sequencing, immune, autophagy, spinal cord injury, microglia

## Abstract

Spinal cord injury refers to damage to the spinal cord due to trauma, disease, or degeneration; and the number of new cases is increasing yearly. Significant cellular changes are known to occur in the area of spinal cord injury. However, changes in cellular composition, trajectory of cell development, and intercellular communication in the injured area remain unclear. Here, we used single-cell RNA sequencing to evaluate almost all the cell types that constitute the site of spinal cord injury in rats. In addition to mapping the cells of the injured area, we screened the expression of immune autophagy-related factors in cells and identified signaling pathways by the measuring the expression of the receptor−ligand pairs to regulate specific cell interactions during autophagy after spinal cord injury. Our data set is a valuable resource that provides new insights into the pathobiology of spinal cord injury and other traumatic diseases of the central nervous system.

## Introduction

Spinal cord injury (SCI) refers to damage to the spinal cord due to trauma, disease, or degeneration with no cure at present (1). Based on data from the National Spinal Cord Injury Statistical Center (NSCISC, USA), the number of new SCI cases increased from 12,000 in 2012 (2) to 17,810 in 2021 (3). However, available treatments for SCI remain limited and unsatisfactory (4). The main reason for this lies in the unique pathophysiological mechanism of SCI (5), and SCI activates multiple processes that occur in the manner in which the degree of injury is defined. A previous study (6) indicated that a range of pathological processes and destruction of the spinal cord structure, occur after SCI, which can lead to edema, inflammation, cell death, demyelination, and remyelination. The pathology of different disease models for SCI is driven by different cell types throughout the spinal cord (7), including microglia, macrophages, and immune cells. Microglia help to maintain local homeostasis (8), and are immediately activated together with macrophages to generate innate immune responses (9). The role and significance of many pathophysiological mechanisms related to SCI have been widely studied from different studied, including autophagy (10, 11), apoptosis (10, 12), pyroptosis (13) and ferroptosis (14). However, the role played by changes in local cellular composition, trajectory of cell development, and intercellular communication at the single-cell level remain unclear.

Emerging technologies have been used to carry out comprehensive personalized analysis of samples with SCI at the genome (15), immunome (16), proteome (17), metabolome (18), and microbiome levels (19). However, differences between single cells can also have profound functional effects. Single-cell RNA sequencing (scRNA-seq) reveals further biological functions by analyzing the transcriptome range of single-cells (20, 21), and allows for unbiased analysis of cell population profiles within injured tissues. Previous studies have analyzed cell-level differences at different times after SCI occurrence in mice (22), and the role of microglia in immune system processes in (23). However, the mechanism underlying immune-associated autophagy in SCI remains unclear. Rats are not simply ‘big mice’; although they are similar in many ways, there are fundamental differences, especially in neuroscience and behavioral research (24). Similarly, rats are preferable to mice for modeling human SCI (25). To our knowledge, this is the first study to performed scRNA-seq analysis of SCI in rats.

The data set created in this study comprises scRNA-seq analysis of all cell types involved in SCI. We constructed the cell map and described the cell heterogeneity of different degrees of SCI; identified the subsets of immune cells, macrophages/microglia, and T cells in different SCI states; and explored the possible relationship between different cells and the role of autophagy in SCI. This high-throughput, multiangle study of SCI could provide novel, comprehensive, and exciting insights into SCI for the development of precise treatment.

## Materials and methods

### Animals

For sequencing and histological validation of tip cells, female Wistar rats [SPF Biotechnology Co., Ltd., Beijing, China; certificate no. SCXK (Jing) 2019-0010] were reared in the Orthopedic Laboratory of the Second Affiliated Hospital of Air Force Military Medical University [certificate no. SCXK (Shaanxi) 2020-007]. The feeding conditions were as previously described (26). All experimental procedures were approved by the Animal and Ethics Committee of the Experimental Animal Center of Air Force Medical University (No. IACUC-20201003).

### SCI surgical procedures

All animals were randomly divided into the following groups. The randomization method has been previously described (26) and is detailed in the Supplementary Information.

### ScRNA-seq combined with bulk RNA sequencing

Spinal cord tissue was collected, and an RNA-seq data set (GSE115067) (27) was obtained for quality control, normalization and data integration, cell clustering, and cell type identification. We performed the following analyses: single-cell subgroup; quasi-sequential; enrichment; gene set variation; intercellular communication; cell score and Regulon regulation based on immune-related autophagy factors (IRAFs); and estimation of the fraction of immune cell types. The methods are detailed in the Supplementary Information.

### Quantitative polymerase chain reaction

Total RNA from the spinal cord was extracted using the M5 HiPer Universal RNA Mini Kit (Mei5bio, Beijing, China) following the manufacturer’s instructions, as detailed in the Supplementary Information.

### Transmission electron microscopy

Autophagy activation was determined by transmission electron microscopy (TEM) analysis of autophagy-related vesicles as detailed in the Supplementary Information.

### Immunostaining

Immunofluorescence staining has been described in detailed in previous studies (26). Details regarding the antibodies, staining conditions and scoring methods are provided in the Supplementary Information.

### Statistical analysis

Data are presented as mean ± standard error of the mean. Student’s t-test was used to compare two groups. One-way ANOVA was used to compare more than two groups. Correlation analysis was used to determine the relationships between independent variables. Statistical significance was set at P < 0.05.

## Results

### ScRNA-seq revealed a high degree of cellular heterogeneity in SCI cells

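Spinal cord cells of female Wistar rats were sequenced with droplet-based 10x Genomics libraries 7 days after surgery. A 10 g weight had been dropped on the exposed T9 cord from 12.5 mm in the mild group, 25 mm in the moderate group and 50 mm in the severe group, and the sham group had laminectomy alone. Each group had 2 libraries, called replicates 1 and 2 here. The authors counted unique molecular identifiers (UMIs), which mark single RNA molecules, for each gene and cell with Cell Ranger, and the deposited values are these counts for 32623 genes without normalization. The header of the count tables names another version of Cell Ranger than the paper's supplementary methods. The total number of UMIs was 79348337 and 31482153 in sham replicates 1 and 2. It was 110362657 and 114899143 in the mild replicates, 119743246 and 95232897 in the moderate replicates, and 49057303 and 131045446 in the severe replicates. Cells kept after quality control had a median of 2739 UMIs in sham replicate 1 and of 9324 in sham replicate 2. In the injured groups this median lay between 6166 in severe replicate 1 and 10814 in severe replicate 2. Levels of a gene in a cell type are given as CPM, its UMIs summed over all kept cells of that type in a library and scaled by the sum over all genes, without TMM factors. Means and SDs of CPM weight each library with at least 20 cells of the type equally. Intervals for shares of cells are 95% Wilson intervals and, like the limits given for counts of 0, cover counting error only. No sequencing or preparation batch is named for the libraries.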

We sequenced eight spinal cord with different degrees of SCI in rats were sequenced by single cell RNA. Approximately 56,287 cells were obtained after filtration according to the quality control standards (**Figure 1A**) (**Supplementary Figure S1**). 

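The 8 libraries held 68658 cells as deposited, from 3069 in sham replicate 2 to 12674 in moderate replicate 1. Removing cells with more than 10% of their UMIs on mitochondrial genes left 63769 cells. This filter removed 2.70% of the cells of sham replicate 1 and 16.2% of those of moderate replicate 2. Removing the 7.7% of each library's cells with the highest Scrublet doublet score left 58858 cells. Limits at the mean plus or minus 2 SD of UMIs and of detected genes, set within each library, left 55451 cells. The kept cells numbered 9189 and 2333 in the sham replicates, 8173 and 7640 in the mild, 10012 and 6425 in the moderate, and 3715 and 7964 in the severe replicates. The paper's text names no doublet tool and does not state whether the limits were set within each library. Its supplementary methods write the limits as a multiple of 2 of the mean plus or minus the SD, read here as the mean plus or minus 2 SD, and the literal formula was not tested. Keeping the doublets moved the number of cells most, to 60135.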

After logarithmic standardization, the top 4,000 hypervariable genes were extracted for principle component analysis (PCA) dimensionality reduction. After normalizing of the data, we used the first 15 principal components to cluster the cells with similar gene expression profiles. t-SNE dimensionality reduction was used to visualize 22 independent clusters (**Figure 1B**). 

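Clustering of the 55451 kept cells with Seurat, with 4000 variable genes, 15 principal components and a resolution of 0.4, gave 23 clusters. The libraries were merged without batch correction. In 5 of the 23 clusters at least 80% of the cells came from 1 library, and in 9 clusters at least 80% came from 1 group. A resolution of 0.8 moved the number of clusters most, to 37.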

Using rat and mouse homologous genes, we identified the cell type of each cluster *via* the mouse transcriptome sequencing data set in SingleR (**Figure 1C**), and the bubble chart shows the expression of marker genes in each cell cluster (**Figure 1D**). Finally, ten cell types were identified: macrophages/microglia, neutrophils, oligodendrocytes, monocytes, T cells/NK cells, fibroblasts, astrocytes, erythrocytes, B cells, and endothelial cells (**Figure 1E**) (**Supplementary Table S1**). 

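Clusters were named here by lists of marker genes instead of SingleR. A cluster took the cell type with the largest share of markers that were detected in at least 10% of its cells and raised over the remaining cells. These rules named macrophages/microglia, neutrophils, oligodendrocytes, oligodendrocyte precursors, monocytes, T cells/NK cells, fibroblasts, erythrocytes, B cells and endothelial cells. No cluster was named astrocytes. A total of 8901 cells, 16.1% of the kept cells, stayed in 4 unnamed clusters. The largest of these held 5624 cells with a median of 925 UMIs. Its best-scoring type was neutrophils, but none of their markers was among its leading 10 genes. An unnamed cluster of 1989 cells scored highest for macrophages/microglia, also with low UMI numbers. Another of 900 cells carried markers of astrocytes and of neurons. The smallest, of 388 cells, had 387 cells from sham replicate 1 and no marker among its leading 50 genes. A cluster of 5146 cells with as many neutrophil as macrophage markers among its leading 10 genes, 1 of each, was counted with the macrophages/microglia.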

A total of 29,197 cells in clusters 0, 1, 2, 6, 8, 9, and 21 were annotated as macrophages/microglia, accounting for 51.872% of all cells analyzed. Additionally, we annotated the clusters: 3, 4, and 20 are annotated as neutrophils (10037, 17.832%); 5, 7, and 16 as oligodendrocytes (7636, 13.566%); 10 and 14 as monocytes (2731, 4.852%); 11 as T/NK cells (1733, 3.079%); 12 as fibroblasts (1388, 2.466%); 13 astrocytes (1191, 2.116%). 

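Macrophages/microglia numbered 26374 of the 55451 kept cells, or 47.6%. Their share was 49.8% ± 24.9 (SD, n = 8 libraries). The sham libraries stood apart by far more than counting error. In sham replicate 1 the share was 5.28% (485 of 9189 cells, interval 4.84% to 5.75%) and in sham replicate 2 it was 83.9% (1958 of 2333 cells, interval 82.4% to 85.4%). The mean share was 55.2% ± 7.02 in the mild group, 64.5% ± 11.9 in the moderate group and 35.0% ± 7.82 in the severe group (SD, n = 2 libraries each). Leaving out the cluster with as many neutrophil as macrophage markers, an alternative chosen after seeing the data, moved the overall share most, to 38.3%.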

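Neutrophils numbered 4933 cells, 8.90% of the kept cells, and 4818 of them came from sham replicate 1, where they were 52.4% of the cells (interval 51.4% to 53.5%). In the other 7 libraries their share lay between 0.0429% and 0.452%. When the unnamed cluster of 5624 low-UMI cells was counted with them, a choice made after seeing the data, their overall share was 19.0%. That cluster held 26.1% of the cells of mild replicate 1, 29.7% of those of severe replicate 1 and 0.446% of those of sham replicate 1. Oligodendrocytes numbered 3790 cells (6.83%), with 13.8% and 1.80% in the sham replicates and 7.12% and 17.5% in the mild replicates. Oligodendrocyte precursors, counted apart, numbered 4112 cells (7.42%), and were 1.90% of the kept cells at a resolution of 0.8. Monocytes numbered 1240 cells (2.24%), with 1 cell in sham replicate 1 and 12 cells in sham replicate 2. The leading genes of their 2 clusters include RT1-Da, Cd74, Siglech and Irf8, which dendritic cells carry as well. Their detected markers include Flt3 and, in the larger cluster, Clec9a. These clusters may hold dendritic cells in part or as a whole, and all values given for monocytes are values of these clusters. T cells/NK cells numbered 1673 cells (3.02%) and fibroblasts 2203 cells (3.97%). The spread between libraries was large, with 6.01% ± 6.29 for oligodendrocytes, 2.40% ± 1.99 for monocytes, 2.81% ± 2.35 for T cells/NK cells and 4.21% ± 3.69 for fibroblasts (SD, n = 8 libraries).

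**Figure D1:**
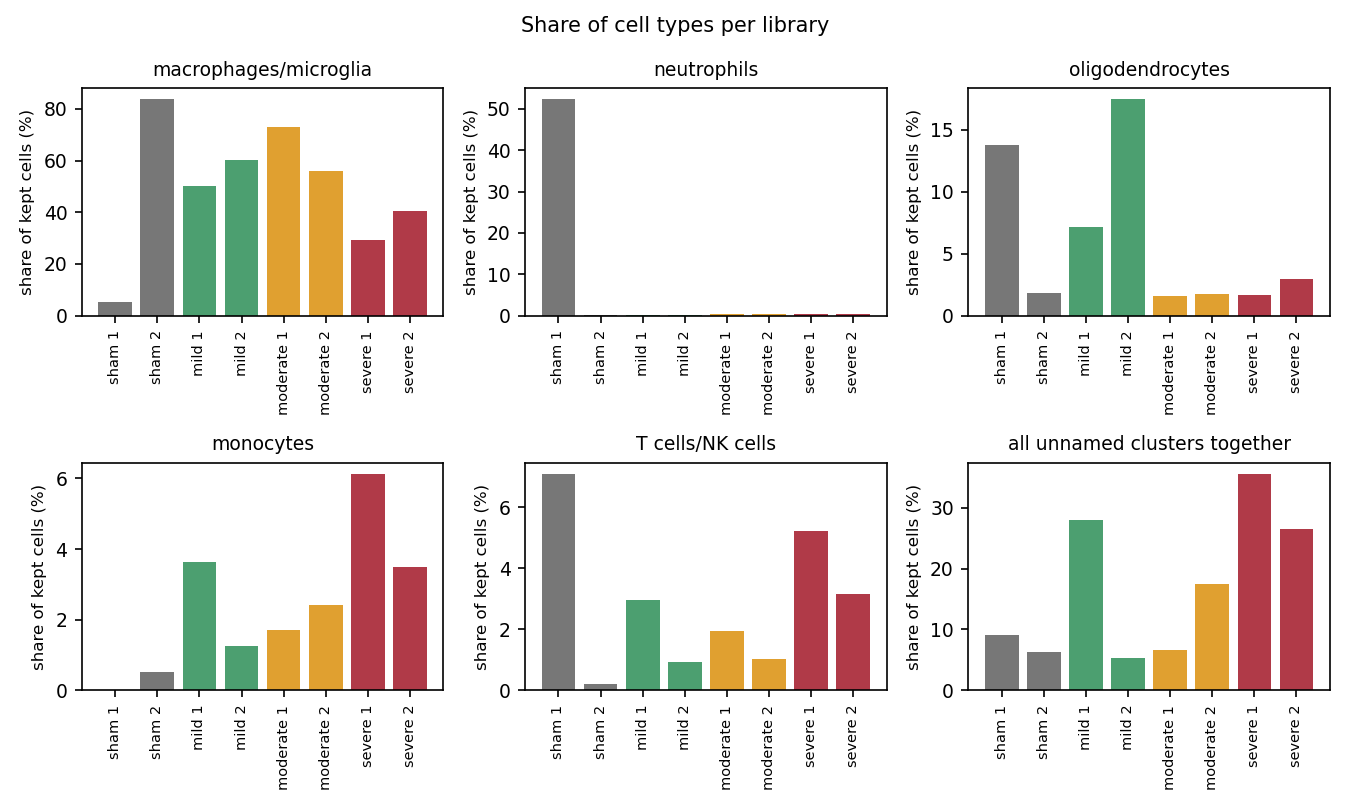
Share of each library's kept cells (percent) in macrophages/microglia, neutrophils, oligodendrocytes, monocytes, T cells/NK cells and all unnamed clusters together, with 1 bar per library. Neutrophils stand at 52.4% in sham replicate 1 and at most at 0.452% in each other library.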

18 and Cluster 19 as endothelial cells (1010, 1.794%); 15 as red blood cells (809, 1.437%) and 17 as B cells (555, 0.986%). 

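Endothelial cells numbered 441 (0.795% of the kept cells), erythrocytes 1209 (2.18%) and B cells 575 (1.04%). Of the erythrocytes, 982 came from severe replicate 2, where they were 12.3% of the cells (interval 11.6% to 13.1%). No erythrocyte was found among the 2333 kept cells of sham replicate 2, which allows a share of up to 0.129%. Of the B cells, 345 came from sham replicate 1.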

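Among genes of Figure 1F and the named cell types, Apoe (ENSRNOG00000018454) was highest in macrophages/microglia at 40272 ± 24309 CPM (SD, n = 8 libraries). S100a9 (ENSRNOG00000011483) was highest in neutrophils at 163353 ± 51290 CPM (n = 3), and the unnamed low-UMI cluster that scored highest for neutrophils held 24652 ± 9019 CPM of it (n = 7). Mgp (ENSRNOG00000005695) was highest in fibroblasts at 9827 ± 8450 CPM (n = 8). RT1-Db1 (ENSRNOG00000033215) reached 8369 ± 2316 CPM in monocytes (n = 6) and 4348 ± 2216 CPM in B cells (n = 4). AABR07060872.1 (ENSRNOG00000049829) was highest in B cells at 6035 ± 1962 CPM (n = 4). Il33 (ENSRNOG00000016456) was highest in oligodendrocyte precursors at 4750 ± 1208 CPM (n = 8). It was also among the leading 10 genes of the unnamed cluster of 900 cells with markers of astrocytes and neurons, which was not ranked. Hbb-b1 and Cdc45.1 were not analysed here.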

The most highly expressed differential gene of each cell type was visualized using a violin map (**Figure 1F**).

**Figure 1:**
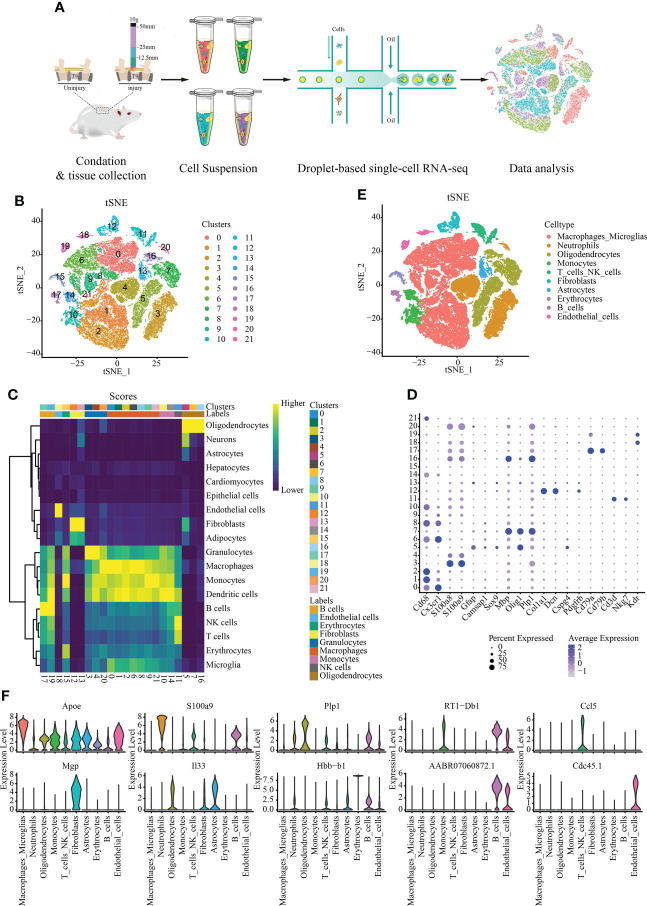
Single-cell data set with reduced dimension clustering and cell type identification. **(A)** Graphical representation of the experimental workflow. **(B)** Cluster analysis of cell groups was carried out, and t-distributed stochastic neighbor embedding (t-SNE) distribution showing cluster analysis groupings. **(C)** Heat map showing cell clusters annotated using SingleR. **(D)** Bubble chart shows the expression of marker genes in each cell cluster. The circle size represents the proportion of gene expression in the cell cluster. Color intensity represents average gene expression. **(E)** t-SNE distribution of different cell types. **(F)** Relative marker gene expression among different cell types. The most highly expressed genes in each cell type is displayed. The abscissa represents the cell type, and the ordinate indicates the expression level.

### Characterization of IRAFs specificity

We conducted further cluster analyses of macrophages/microglia, monocytes, neutrophils, T_NK cells and B cells to further understand the heterogeneity of immune cell populations. A total of 22 independent clusters were obtained using the same analysis method (**Figure 2A**), and the differences between cell clusters were analyzed (**Figure 2B**). 

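The cells named macrophages/microglia, monocytes, neutrophils, T cells/NK cells and B cells numbered 34795. Clustered again with the same settings, they formed 21 clusters, and 27 at a resolution of 0.8. In 7 of the 21 clusters at least 80% of the cells came from 1 library, and in 12 at least 80% came from 1 group.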

Next, we evaluated autophagy in different groups of spinal cord tissues using TEM and confirmed that autophagy was activated in the spinal cord tissue (**Figure 2C**).

**Figure 2:**
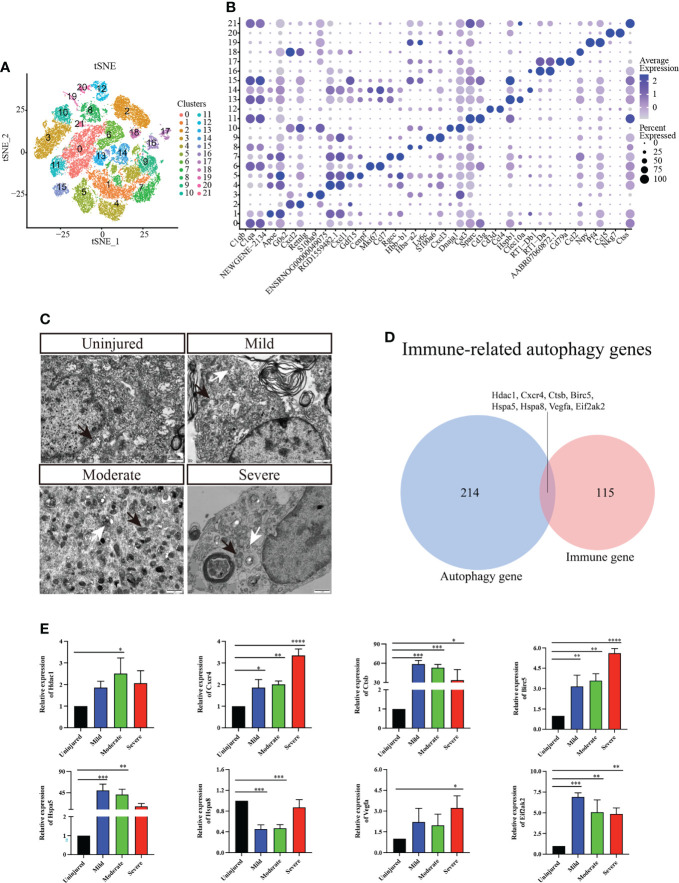
Immunocyte subgroup analysis and pseudosequential analysis. **(A)** t-distributed stochastic neighbor embedding (t-SNE) distribution of different cell clusters. **(B)** Bubble diagram showing the differentially expressed genes among different clusters and display the two most highly expressed genes of each cluster by bubble diagram. **(C)** Electron transmission microscopy of spinal cord tissue. Magnification, 5000X. Scale bars, 1 μm. White arrows indicate autophagosomes and black arrows indicate mitochondria. **(D)** Venn diagram of immune-related autophagic factors. **(E)** Effect of changes in mRNA expression of IRAFs Hdac1, Cxcr4, Ctsb, Birc5, Hspa5, Hspa8, Vegfa, and Eif2ak2 (real-time qPCR) in the injured rat spinal cords. The mRNA expression levels were calculated using the 2^-ΔΔCt^ analysis method. *P < 0.05, **P < 0.01, ***P < 0.001, vs. the control group. Data are expressed as the mean ± SD (n = 3; one-way analysis of variance and Tukey’s post-hoc test). The experiment was repeated in triplicate. ****P<0.0001.

A total of 123 immune-related differential genes were screened by differential analysis of immune cell subsets, and the top16 were visualized using a violin graph (**Supplementary Figure S2**). 

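The UMIs of all immune cells were summed within each library, and each injured group was compared with the sham group by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, with 2 libraries per group. Of the immune cells of sham replicate 1, most were neutrophils, with 4818 cells beside 485 macrophages/microglia. Among 13680 genes tested, 14 had an adjusted p under 0.05 in the mild group, 12 in the moderate group and 175 in the severe group. The alternatives moved these numbers both ways, to 2546, 1316 and 1798 with DESeq2 and to 0, 0 and 0 with only the 2 groups compared in a fit, where 2282, 1244 and 1336 genes had an unadjusted p under 0.05. The 8 IRAFs of the paper are Hdac1 (ENSRNOG00000009568), Cxcr4 (ENSRNOG00000003866), Ctsb (ENSRNOG00000010331), Birc5 (ENSRNOG00000050819), Hspa5 (ENSRNOG00000018294), Hspa8 (ENSRNOG00000034066), Vegfa (ENSRNOG00000019598) and Eif2ak2 (ENSRNOG00000048315). None of the 8 passed this adjustment over all genes in any of the 3 groups. Adjusted over the list alone, Eif2ak2 passed in the mild and in the severe group and no IRAF passed in the moderate group. The study chose this list on these samples, so the second count is not independent evidence. The log2 fold change of Eif2ak2 in immune cells fell by 1.76 in the mild group (adjusted p = 0.067 over all genes). That of Ctsb was 1.64, 1.17 and 1.03 in the mild, moderate and severe groups (adjusted p = 0.123, 0.294 and 0.287).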

Eight IRAFs (Hdac1, Cxcr4, Ctsb, Birc5, Hspa5, Hspa8, Vegfa and Eif2ak2) were obtained of autophagy-related homologous genes (**Figure 2D**). The pseudo-sequence diagram is colored based on two aspects: the pseudo-time process and the stage of the cell population (**Supplementary Figure S3**).

To further clarify the expression of the eight IRAFs in different tissues, we conducted qPCR analyses. We found that different degrees of SCI differentially activated certain IRAFs (P < 0.05). Notably, Hdac1 was significantly upregulated in the moderate group compared to the uninjured group (P < 0.05), and Vegfa was significantly upregulated in the severe group compared to the uninjured group (P < 0.05). However, in both the mild and moderate groups, the expression of Hspa8 was lower than that in the uninjured group (P < 0.001) (**Figure 2E**). We used SCENIC software to identify the co-expression module (regulon) between the transcription factors and the potential target gene (regulon) and the regulon activity score of each cell (regulon activity score, RAS). Regulons related to Tfeb, Usf2 and Spil had relatively high RAS activity in cluster 0, 1, 2, and 6, which were recognized as macrophages/microglia (**Supplementary Figure S4**). This result suggests that IRAFs are involved in the pathophysiological responses induced by different degrees of SCI.

### Macrophage/microglia subsets show tissue-specific patterns

Macrophages/microglia are particularly important in the process of inflammation. Therefore, we carried out further subgroup analysis of this cell group and obtained a total of 13 independent clusters using the same analysis method (**Figure 3A**). 

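The 26374 macrophages/microglia formed 16 clusters with the same settings, and 22 at a resolution of 0.8. At least 80% of the cells came from 1 library in 10 of the 16 clusters and from 1 group in 13 of them.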

Differences between cell clusters were then analyzed (**Figure 3B**). By labeling microglia with Cd68, we found that the expression of Lc3b in microglia increased with injury severity (P < 0.05) (**Supplementary Figure S5**). To determine the expression of IRAFs in microglial subsets, we also observed the expression of IRAFs among subpopulations in spinal cord tissue subpopulations with different degrees of SCI using violin map. We found that Ctsb,Hspa5 and Hspa8 were expressed in almost all subgroups, while Eif2ak2 was expressed the least (**Figure 3C**).

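Shares of cells with at least 1 UMI of an IRAF were computed after every cell had been thinned at random to 1000 UMIs, since depth differed between clusters. Of the 26374 macrophages/microglia, 26359 had that many UMIs. Ctsb was found in 92.5% ± 7.05 of the thinned cells, Hspa8 in 70.7% ± 9.73, Hspa5 in 49.4% ± 7.701 and Eif2ak2 in 2.28% ± 0.884 (SD over the 8 libraries). Free RNA also gives UMIs, so erythrocytes served as a cell type that should lack these transcripts. They had a median of 6640 UMIs beside 11225.5 in macrophages/microglia. Of the 1209 erythrocytes, 982 came from severe replicate 2. Sham replicate 2, both mild replicates and moderate replicate 1 held no erythrocytes, so the free RNA of those libraries was not measured. In 1107 thinned erythrocytes the shares were 14.5% for Ctsb (interval 12.6% to 16.7%), 3.70% for Hspa8 (interval 2.74% to 4.99%) and 0.723% for Hspa5 (interval 0.367% to 1.42%). Eif2ak2 was found in 0 of them, which allows a share of up to 0.271%. Without thinning Eif2ak2 was found in 21.2% of the macrophages/microglia and Hspa5 in 95.6%. Over the 16 clusters of macrophages/microglia, more than 50% of the thinned cells held Ctsb and Hspa8 in all 16 clusters and Hspa5 in 6. The shares ranged from 65.2% to 99.5% for Ctsb, from 55.5% to 86.8% for Hspa8, from 35.8% to 68.9% for Hspa5 and from 0.976% to 5.63% for Eif2ak2. Among these clusters, those of 1832 and 169 cells held S100a8, S100a9 and Slpi, which neutrophils carry, among their leading 10 genes. The cluster of 241 cells, 239 of them from sham replicate 1, held S100a8 and S100a9 there. Ctsb was lowest in the cluster of 169 cells, at 1428 CPM, and 168 of its cells came from sham replicate 1. The reference gene list names 33 pseudogenes of Hspa8, whose reads the counting could have shared with it. The mean level of Eif2ak2 was 23.9 ± 8.95 CPM (SD, n = 8 libraries), the lowest of the 8 IRAFs, beside 5378 ± 2019 CPM for Ctsb. The next lowest IRAF was Birc5 by mean CPM, at 62.5 CPM, and Vegfa by the mean of log2(CPM + 1), the scale of the test. Eif2ak2 was lower than Vegfa in 7 of 8 libraries, by 0.89 in the mean of log2(CPM + 1), less than the spread between libraries (SD 2.11, exact sign-flip permutation test over libraries, two-sided, p = 0.258). The difference reversed to 0.15 when the cluster with as many neutrophil as macrophage markers was left out, which was chosen after seeing the data. Within single clusters Eif2ak2 was the lowest of the 8 in 0 of 16, Vegfa in 8, Birc5 in 6 and Cxcr4 in 2.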

**Figure 3:**
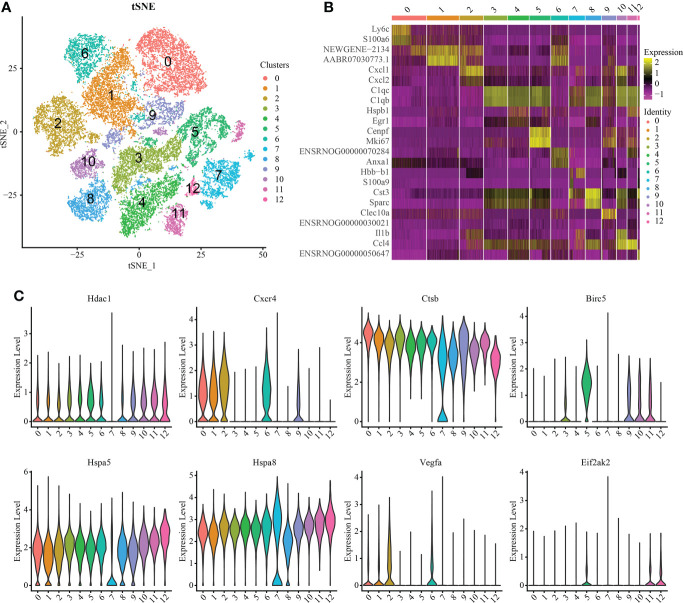
Macrophage/microglia subset analysis and pseudosequential analysis. **(A)** t-distributed stochastic neighbor embedding (t-SNE) distribution of different cell clusters. **(B)** Heat map showing the differential genes among each cluster, displaying the two most highly expressed genes of each cluster. **(C)** Violin map showing the expression pattern of IRAFs in macrophage/microglia subsets.

### T-cell subsets show tissue-specific patterns

We analyzed T cell subsets and obtained six independent clusters to better understand the heterogeneity of T cells (**Figure 4A**). Among them, Among them, an expression gene was shared by clusters 0 and 2, and another by clusters 1 and 3, indicating two independent subgroups (**Figure 4B**). 

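The 1673 T cells/NK cells formed 9 clusters with the same settings and 11 at a resolution of 0.8. In 3 of the 9 at least 80% of the cells came from 1 library. Of the 1673 cells, 652 came from sham replicate 1 and 5 from sham replicate 2.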

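The genes of Figure 4B were followed over the 9 clusters of T cells/NK cells formed here, whose numbering is not the paper's. Ccr7 (ENSRNOG00000010665) and Lef1 (ENSRNOG00000010121) both stood above their level in all T cells/NK cells, 9.50 and 183 CPM, in 4 of the 9 clusters, which held 804 cells. Ccl5 stood above its level of 8594 CPM in 3 clusters, which held 478 cells. In 1 cluster all 3 genes stood above these levels and in 3 clusters none of them did. The cluster with all 3 held 86 cells, 96.5% of them from sham replicate 1. Its 26.2 CPM of Ccr7 rest on few UMIs. The highest cluster held 464 CPM of Lef1, 37.0 CPM of Ccr7 and 38684 CPM of Ccl5, and the median over the clusters was 142, 4.47 and 5893 CPM. Of the 4 clusters with more Ccr7 and Lef1, 2 drew at least 80% of their cells from 1 library. No test was run between these clusters, which were formed from the same counts.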

We used thermography to measure the expression of IRAFs in all T cells of spinal cord tissue with different degrees of SCI. 

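Mean levels in T cells/NK cells were 1667 ± 842 CPM for Hspa8 (SD, n = 7 libraries), 551 ± 199 CPM for Hspa5, 450.1 ± 222 CPM for Cxcr4, 262 ± 174 CPM for Ctsb and 132 ± 45.6 CPM for Hdac1. Eif2ak2, Birc5 and Vegfa lay at 25.0, 15.7 and 6.92 CPM. Sham replicate 2, with 5 such cells, was left out. Hspa8 exceeded the next highest IRAF, Hspa5, in 7 of 7 libraries, by 1.55 in the mean of log2(CPM + 1) (SD 0.58, exact sign-flip permutation test over libraries, two-sided, p = 0.0156, the smallest p that 7 libraries allow). With at least 100 cells per library, the alternative that moved it most, 5 libraries remained and the difference was 1.72 (exact sign-flip permutation test, p = 0.0625, the smallest they allow). Hspa8 was the highest IRAF in each of the 8 clusters of T cells/NK cells with at least 20 cells of a library. After thinning to 1000 UMIs, Hspa8 was found in 72.9% ± 12.6 of the cells (SD over 7 libraries) and in 62.4% to 92.7% of the cells of the 9 clusters. The median T cell/NK cell had 3001 UMIs. The reference gene list names 33 pseudogenes of Hspa8.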

We found that the expression of Hspa8 was the highest among the IRAFs and was expressed in almost all subsets (**Figure 4C**).

**Figure 4:**
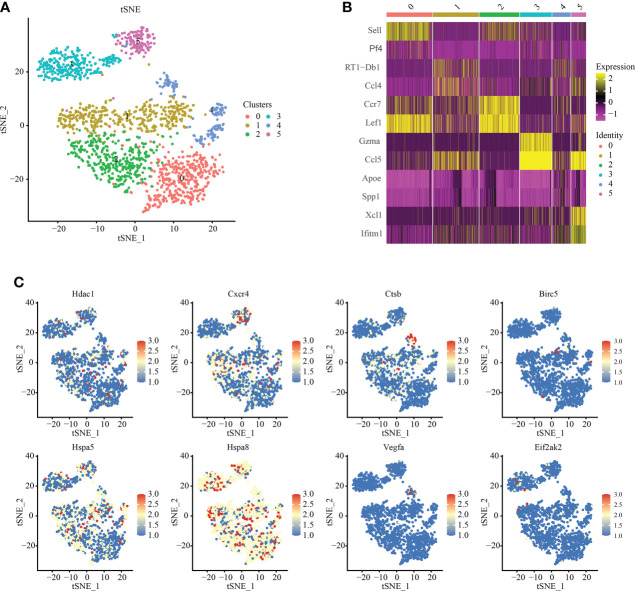
T-cell subset analysis and pseudosequential analysis. **(A)** t-distributed stochastic neighbor embedding (t-SNE) distribution of different cell clusters. **(B)** Heat map showing the differential genes among each cluster, displaying the two most highly expressed genes of each cluster. **(C)** Feature plot showing the expression pattern of IRAFs in T cell subsets.

### Intercellular communication in a single-cell group

To further understand the communication relationship between cells, we used CellChat to analyze the intercellular receptor−ligand pairs and molecular interactions between the two cell types. CellChat analysis of ten cell states showed that macrophages/microglia were the dominant communication centers, and 58 pairs (ligand cells) and 96 pairs (receptor cells) were involved in cell interactions. The most obvious interaction with fibroblasts was 15 ligand−receptor pairs in ligand cells, and the most obvious interaction with fibroblasts (19 pairs) and endothelial cells (19 pairs) was observed in receptor cells (**Figure 5A**). The strength of interaction signal strength is shown by a heatmap (**Figure 5B**). We focused on the immune cell group, so we used a dot diagram to show the ligand−receptor pairs of intercellular communication among immune cells. Previous studies have shown that SCI leads to the accumulation of inflammatory cytokines in the injured areas, but in which cells it is not clear. The chemokine family can be subdivided into CXC and CC chemokine ligands (CXCL, CCL) (28). In the inflammatory response, the CCL family is mostly involved in monocyte recruitment, while the CXC family is mostly involved in neutrophil recruitment (29). Our results also confirm this point of view. The bubble chart shows that Cxcl3-Cxcr2 and Cxcl2-Cxcr2 may be autocrine from neutrophils, and Ccl5-Ccr5, Ccl4-Ccr5 and Ccl3-Ccr5 may be paracrine from macrophages/microglia (**Figure 5C**).

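Neutrophils were compared with macrophages/microglia within sham replicate 1, moderate replicate 1 and severe replicate 2, the 3 libraries with at least 20 neutrophils, by exact sign-flip permutation tests over libraries (two-sided), which with 3 libraries cannot go below p = 0.25. The tests on Cxcl1, Cxcl2, Cxcl3, Cxcr2, Ccl3, Ccl4 and Ccl5 belong to a family of 8 for the Benjamini-Hochberg adjustment. Cxcl2 (ENSRNOG00000002792) averaged 3856 ± 1822 CPM in neutrophils and 2555 ± 2410 CPM in macrophages/microglia of these libraries (SD, n = 3). The mean difference in log2(CPM + 1) was 0.89, higher in 2 of 3 libraries (exact permutation p = 0.5, adjusted 0.667), about its SD of 0.88. Cxcl3 (ENSRNOG00000028043) averaged 940.1 ± 1618 CPM in neutrophils and 929 ± 1365 CPM in macrophages/microglia. It was higher in neutrophils in 1 of 3 libraries, with a mean difference of -3.00 (exact permutation p = 0.5, adjusted 0.667). Cxcr2 (ENSRNOG00000014269) averaged 192 ± 132 CPM in neutrophils and 2.43 ± 4.06 CPM in macrophages/microglia. The difference of 6.31 was larger than its SD of 0.77 and was seen in 3 of 3 libraries (exact permutation p = 0.25, adjusted 0.5). Under a resolution of 0.8 the difference was 3.05 for Cxcl2 and 3.95 for Cxcl3. The unnamed low-UMI cluster that scored highest for neutrophils held 24450 ± 20919 CPM of Cxcl2, 3679 ± 4525 CPM of Cxcl3 and 72.5 ± 35.2 CPM of Cxcr2 (SD, n = 7 libraries). Counting that cluster with the neutrophils, a choice made after seeing the data, gave differences of 3.399 for Cxcl2 and 3.75 for Cxcl3 over 7 libraries. Mean levels in macrophages/microglia over all 8 libraries were 1515 ± 919 CPM for Ccl3 (ENSRNOG00000011205), 2466 ± 1787 CPM for Ccl4 (ENSRNOG00000011406) and 4.67 ± 7.32 CPM for Ccl5 (ENSRNOG00000010906).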

**Figure 5:**
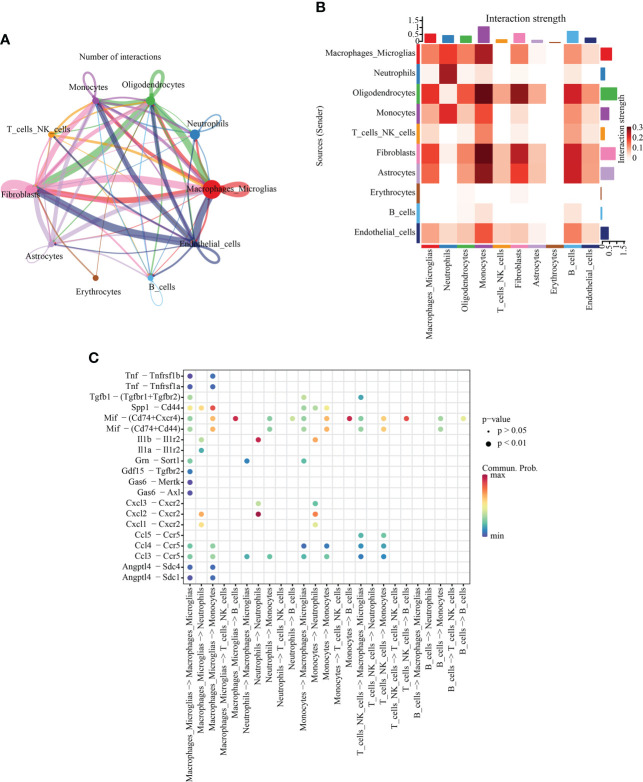
Intercellular communication analysis. **(A)** Quantitative network diagram in which the nodes represent different cell types, the arrows indicate the interaction signals from the ligand cell to the recipient cell, and the thickness of the line thickness indicates the number of significant ligand−receptor interaction pairs detected between different cell types. **(B)** Heatmap showing intercellular interaction intensity. The redder the color, the higher the proportion of interaction between ligand−receptor pairs. **(C)** The ligand−receptor pairs involved in intercellular communication between immune cells. The column represents the cell type of cellular communication (receptor cell ligand cell), the circle size indicates the significance level, and intensity of red color is directly proportional to the probability of communication between the interacting cells.

### IRAFs activation network of SCI

To identify significant enrichment of biological processes, we used clusterProfiler (30, 31) to conduct the GO/KEGG enrichment analysis of the IRAFs to identify the significantly enriched biological processes. The first ten terms of the three major functional categories were selected for visualization with a column chart. IRAFs were significantly enriched in cell response to drugs and positive regulation of cell migration and other biological processes. The main cellular components involved are the cell surface, lysosome and perinuclear region of the cytoplasm. The main molecular function was enzyme binding (**Figure 6A**). Similarly, the significance threshold of KEGG enrichment analysis was set to p < 0.05. It was arranged in ascending order according to the P value, and the first 30 pathways are shown in the bubble chart, which are enriched in the pathways related to MAPK, Notching and apoptosis (**Figure 6B**). Gene set variation analysis results also showed that injury activated the MAPK and Notching signaling pathway (**Supplementary Figure S6**).

**Figure 6:**
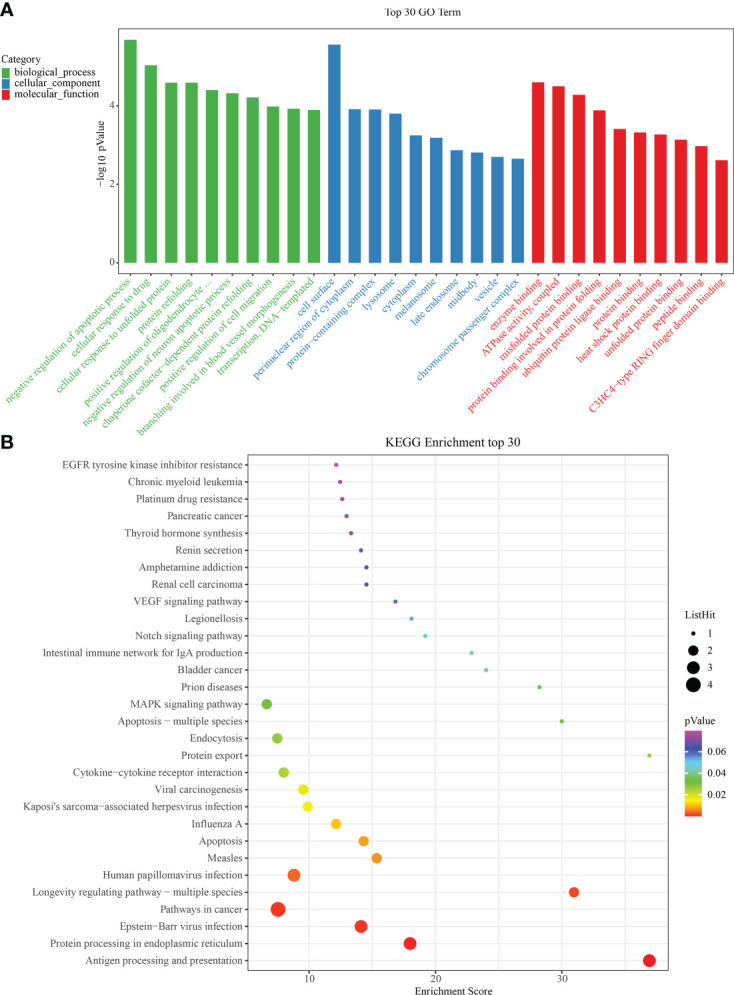
Gene ontology/Kyoto Encyclopedia of Genes and Genomes (GO/KEGG) enrichment results. **(A)** Bar graphs showing GO on BP (Biological Process), MF (Molecular Function) and CC (Cellular Component) levels. **(B)** Bubble diagram showing the enrichment results of KEGG analysis.

### Study of the IRAFs expression pattern and immune cell distribution

To study the expression of IRAFs at the tissue level in SCI, we analyzed the similarities and differences between samples and groups using GSE115067 and PCA of transcriptome sequencing data sets (**Figure 7A**). The differences between the two comparison groups were analyzed by calling the DESeq2 package: 100 kdyn percussion SCI disease group and uninjured group (SCI100-vs-Uninjured), 200 kdyn impact SCI disease group and uninjured group (SCI200-vs-Uninjured). We set the significant differential gene screening threshold FoldChange to 1with a P < 0.05 and found that 4350 and 6429 genes were differentially expressed between the SCI100-vs-Uninjured and SCI200-vs-Uninjured, respectively. Volcano plots were used to display IRAFs (**Figure 7B, C**).

**Figure 7:**
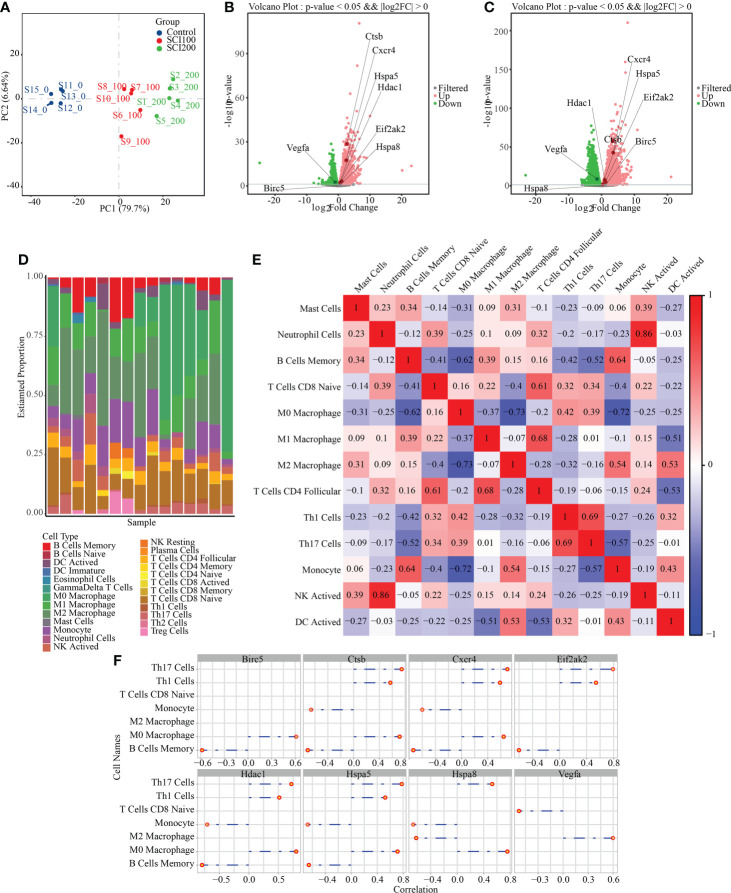
Difference analysis and immune cell prediction of RNAseq data. **(A)** principle component analysis map of the GSE115067 dataset. **(B)** Volcanic map of differences between groups, in which the differential expression of IRAFs is marked; SCI100-vs- Uninjured. **(C)** SCI200-vs-Uninjured. **(D)** Accumulation map of immune cell type score. **(E)** Correlation heat map of immune cells, where red represents positive correlation, blue represents negative correlation, and white represents no correlation. Darker red or blue color represents a stronger correlation. **(F)** Visualization of the correlation between IRAF expression and immune cells.

We first replaced the homologous genes of rats and mice, used a mouse immune cell matrix, and calculated the type and distribution of immune cells in RNA-seq data using the CIBERSORT algorithm.

Immune cells types with zero abundance in more than half of the samples were excluded, and Pearson correlation heatmaps among 13 expressed immune cell types were constructed (**Figure 7E**). We found a correlation between immune cells, a positive correlation between neutrophil cells and NK cells (r = 0.86), and a negative correlation between M0 Macrophages and M2 Macrophages (r = 0.73), M0 Macrophages and Monocytes (r = 0.72). A column chart was used to show the predicted results of the cell proportion (**Figure 7D**). For IRAFs, we also calculated the Pearson correlation between the expression of each gene and the score of immune cells, and drew the correlation coefficient lollipop map. Among them, M0 Macrophages were positively correlated with Ctsb (R = 0.71, p = 0.0028), Hspa8 (R = 0.76, p = 0.0011), and Hspa5 (R = 0.71, p = 0.0028). M2 Macrophages were positively correlated with Vegfa (R = 0.60, p = 0.019) and negatively correlated with Hspa8 (R = -0.62, p = 0.014) (**Figure 7F**).

## Discussion

SCI leads to the activation multiple biological processes that vary based on the cause, location, and severity of injury. Chance of survival and neural function, recovery, and motor ability vary based on the nature of the SCI (32). Additionally, cell activity is expected to change with stimulation (33). Based on the findings of our previous studies (26), different degrees of SCI have a different biological processes, and a significant positively and linearly correlation with the percentage of histological damage area and negatively significantly linearly correlation with the behavioral score, NeuN cell count, and spinal motor and sensory evoked potentials. Therefore, it is important to systematically characterize the cell lineage within each degree of SCI at the single-cell level. Autophagy (“self-eating”) is a process by which parts of the cell are transported to the lysosomal chamber for degradation and recycling (34, 35). Autophagy participates in a variety of biological activities, and functions in maintaining cell homeostasis (36). Studies have shown that autophagy is essential for the homeostasis of the central and peripheral nervous systems (37, 38). However, the exact molecular mechanism of autophagy in SCI at the single-cell level remains unclear. In this study, we constructed a single-cell map for different degrees of SCI for the first time in rats, screened eight related autophagy-immune related molecules, described the complex changes of cellular components at the site of SCI and confirmed the nature of cell−cell interactions.

SCI destroys the vascular system of the local spinal cord, resulting in hematoma, vasoconstriction, hypoperfusion, and ischemia (39). This can result in an imbalance in cell ion homeostasis and lead to further cell injury. Subsequently, the infiltration of peripheral inflammatory cells and the release of reactive oxygen species further aggravates the damage (4, 40). SCI activates reactive astrocyte proliferation (41), which gather at the injured site to form a fibrotic scar boundary and prevents axonal regeneration (42, 43). Macrophages can promote tissue repair by regulating the transformation at different stages of wound healing. Neonatal microglia and treated adult microglia can significantly improve healing and axonal regeneration (44). We captured a total of 56,287 cells, of which 1,191 (2.116%) were annotated as astrocytes and 29,197 (51.872%) were annotated as macrophages/microglia. This is basically consistent with the proportion of microglia reported previous (22). 

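The share of each of 10 cell types was set against the drop height over the 8 libraries by exact permutation tests (two-sided) with Benjamini-Hochberg adjustment over the 10 types. Spearman's rho was -0.244 for macrophages/microglia (exact permutation p = 0.586, adjusted 0.837) and Pearson's r was -0.179 (exact permutation p = 0.669, adjusted 0.992). Without the 2 severe libraries, which lie farthest from the median height, r was 0.328. For neutrophils rho was 0.390 (exact permutation p = 0.361, adjusted 0.722) and r was -0.440 (exact permutation p = 0.5, adjusted 0.992), and r was -0.544 without the severe libraries. Without sham replicate 1 the rho of neutrophils was 0.973 and that of macrophages/microglia -0.753, and without sham replicate 2 the latter was 0.0184. For oligodendrocytes rho was -0.537 and r was -0.495 (exact permutation p = 0.190 and adjusted 0.476 for each), and r was -0.397 without the severe libraries. The clusters named monocytes, which may hold dendritic cells, had the largest rho, 0.781 (exact permutation p = 0.0349, adjusted 0.349). Their r was 0.821 (exact permutation p = 0.0111, adjusted 0.111), and 0.612 without the severe libraries. None of the 10 types passed the adjustment over all 8 libraries. With 1 library left out, neutrophils passed without sham replicate 1 and monocytes passed without mild replicate 1, each with a rho of 0.973 (exact permutation test, adjusted p = 0.0317). Outside sham replicate 1 each library held only 1 to 36 neutrophils. The unnamed low-UMI cluster that scored highest for neutrophils, not counted with them, held 0.0857% to 29.7% of the cells of those libraries. Over the alternatives the adjusted p lay between 0.0317 and 0.943 for neutrophils and between 0.0317 and 0.671 for monocytes (exact permutation tests).
Gene expression in macrophages/microglia was compared between each injured group and the sham group as described for all immune cells. Among 13265 genes tested, 780 had an adjusted p under 0.05 in the mild group, 188 in the moderate group and 920 in the severe group, and 424, 131 and 559 of these rose. The paper's supplementary methods name a p of 0.05 without an adjustment, and 3874, 2847 and 3815 genes had an unadjusted p under 0.05. A total of 120 genes passed in all 3 comparisons. The alternatives moved these numbers both ways. With DESeq2, 2177, 1212 and 2178 genes passed. With library size only, 2234 genes passed in the severe group and 15.0% of them rose, against 60.8% with TMM. Whether most of the genes that passed in that group rose or fell therefore rests on the scaling. Of the 920 genes that passed with TMM, 687 also passed with library size only. With only the 2 groups compared in a fit, 0, 0 and 40 genes passed, while 3033, 1853 and 2214 had an unadjusted p under 0.05. When either replicate of a group outside the comparison was left out, 77 to 194, 2 to 12 and 272 to 430 genes passed. Among the largest rises, the log2 fold change of Rgcc (ENSRNOG00000042960) was 3.68 in the mild group, 4.94 in the moderate group and 5.67 in the severe group, and that of Fabp4 (ENSRNOG00000010805) was 3.77 in the mild and 4.56 in the moderate group. Cst3 (ENSRNOG00000005195) fell by 2.97 in the mild and by 3.59 in the moderate group. Of these, only Rgcc in the severe and Fabp4 in the mild group kept an adjusted p under 0.05 whichever library of another group was left out, and the adjusted p of the others then reached 0.0508 to 0.0959. Sums over the class also carry changes in its makeup. Cst3 led a cluster of 1675 cells named microglia, 1657 of them from sham replicate 2. Rgcc and Fabp4 were among the leading 10 genes of a cluster of 2101 monocyte-derived macrophages, 2084 of them from moderate replicate 2. How far the makeup carries the changes of these genes was not separated. A set of 100 genes moved alike in unrelated cell types of the severe libraries, and 19 of the 780 genes that passed in the mild group, 9 of the 188 in the moderate and 33 of the 920 in the severe group belong to it. No batch label is given for the libraries, and a difference in preparation stays open for those genes.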

Differences between the groups of these cells may lead to different pathophysiological states.

Axonal regeneration of the injured central nervous system after injury is affected by immune cells (43). Cellular activity can be characterized by molecular and their interactions within the cells, so is similar to the process of signal transmission (45). Autophagy participates in intercellular communication, mediates the secretion of nonclassical proteins (46), and regulates the function of immune cell function (47). Immune response is a dynamic process involving active cells (48). We focused on immune-related and autophagy-related genes, and finally obtained eight IRAFs: Hdac1, Cxcr4, Ctsb, Birc5, Hspa5, Hspa8, Vegfa, and Eif2ak2. Cathepsin B (Ctsb) can be released from damaged lysosomes (49) and directly participate in the implementation of autophagy (50). Dysfunctional Ctsb genes can induce cell death (51). Macrophages play an important role in many inflammatory diseases. Ctsb expression in macrophages is involved in joint destruction and bone injury (52). Ctsb released by infiltrating macrophages promotes fibroblast activation and subsequent collagen deposition (53). Similarly, a link has been found between CTSB and the microglia of Alzheimer’s disease and amyotrophic lateral sclerosis in mice (54). However, until now the role of CTSB expression in SCI has been unclear. 

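Ctsb encodes cathepsin B. In macrophages/microglia its level was 2981 ± 1107 CPM in the sham group, 7981 ± 417 CPM in the mild group, 5983 ± 44.8 CPM in the moderate group and 4567 ± 190 CPM in the severe group (SD, n = 2 libraries each). Every injured library was above both sham libraries, which held 2198 and 3764 CPM. Of the 485 macrophages/microglia of sham replicate 1, 239 and 168 lay in clusters of 241 and 169 cells. Both clusters held S100a8 and S100a9, which neutrophils carry, among their leading 10 genes. Neutrophils were 52.4% of that library, so its Ctsb level may not be that of macrophages/microglia alone. The comparison between groups also scales by TMM factors, which place the mean of the severe group, 5750, above that of the moderate group, 5504, so the order of these groups rests on the scaling. By edgeR's quasi-likelihood test against the sham group the log2 fold change was 1.48 in the mild group (standard error 0.37, adjusted p = 0.057), 1.00 in the moderate group (adjusted p = 0.177) and 1.06 in the severe group (standard error 0.37, adjusted p = 0.111). Unadjusted, as the threshold of the paper's supplementary methods is worded, edgeR's p was 0.00428, 0.0271 and 0.0209, under 0.05 in all 3 groups. Adjusted over the list of the 8 IRAFs alone, which the study chose on these samples and which is therefore not independent evidence, p was 0.0114, 0.0961 and 0.0335. With DESeq2 the adjusted p was 0.00159 in the mild and 0.0275 in the severe group, at log2 fold changes of 1.46 and 1.07. Over its alternatives the adjusted p lay between 0.00159 and 0.157 in the mild group, between 0.0575 and 0.397 in the moderate group and between 0.0275 and 0.302 in the severe group. The values rest on which sham library is used. Without sham replicate 1 the log2 fold changes were 1.07, 0.58 and 0.65, and without sham replicate 2 they were 2.14, 1.68 and 1.73. Of the other IRAFs, Cxcr4 rose by 3.10, 3.45 and 4.70 (adjusted p = 0.0234, 0.0317 and 0.00502) and Eif2ak2 fell by 0.95 in the mild group (adjusted p = 0.049). When a library of another group was left out, the adjusted p of Cxcr4 lay between 0.0479 and 0.0541 in the mild, between 0.0604 and 0.0788 in the moderate and between 0.0114 and 0.0123 in the severe group, and that of Eif2ak2 between 0.0827 and 0.0974. Over all alternatives they reached 0.123, 0.232 and 0.0571 for Cxcr4 and 0.138 for Eif2ak2. In the clusters of macrophages/microglia that were named microglia, Ctsb had a log2 fold change of 1.22 in the mild group (adjusted p = 0.298), 0.74 in the moderate group (adjusted p = 0.651) and 0.47 in the severe group (adjusted p = 0.854). There, sham replicate 1 held 3 cells and the severe replicates 1 and 11 cells. Another 4 clusters that scored highest for microglia had no marker among their leading 50 genes and were not counted there.

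**Figure D2:**
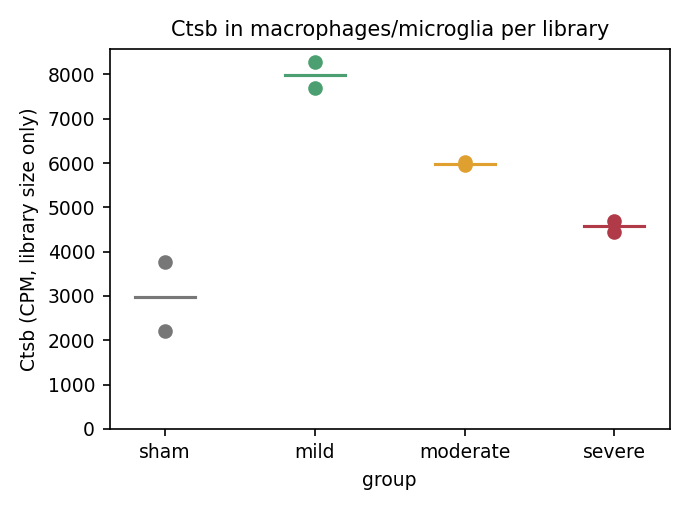
Level of Ctsb in macrophages/microglia (CPM) by group, with 1 point per library and a line at each group's mean. The sham libraries sit at 2198 and 3764 CPM, below all 6 injured libraries.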

Using single-cell sequencing, we observed a significant increase in the expression of Ctsb in macrophage/microglia induced by SCI, which may be related to the activation of autophagy. Therefore, inhibition of Ctsb expression may be a potential therapeutic strategy for the treatment of SCI.

Cell surface receptors activate the mitogen-activated protein kinase (MAPK) cascade, which consists of a three-tiered module of MAPKKK, MAPKK and MAPK (55). At present, the role of the complex MAPK signaling pathway in the regulation of autophagy after SCI has not been fully described, and describing the signal cascade of autophagy and its mechanism will therefore be highly beneficial to the treatment and prevention of SCI. In eukaryotic signal transduction, many MAPK pathways are intertwined with autophagy, including the MAPK/ERK, MAPK/JNK and MAPK/p38 pathways (56). MAPK/ERK activity plays an active role in autophagy (57), which is stimulated by direct interaction with autophagy-related proteins (58). Studies have shown that autophagy and fibrosis induced by transforming growth factor β1 are reduced after inhibition of the ERK and JNK signaling pathways (59). The p38 MAPK pathway is the most important member of the MAPK family in the regulation of inflammation. JNK and p38MAPK are involved in mediating the responses of various extracellular stress stimuli and proinflammatory cytokines (60), such as CCL3-CCR1 and 5, CCL4-CCR1 and 5 and CCL5-CCR1,3 and 5 in macrophages (61), and CXCL2-CXCR2 in neutrophil (62). 

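T cells/NK cells were compared with macrophages/microglia in the 7 libraries with at least 20 cells of both, by the tests used for the chemokines of neutrophils. The mean difference in log2(CPM + 1) between macrophages/microglia and T cells/NK cells was 1.81 for Ccl3, higher in 6 of 7 libraries (exact permutation p = 0.0469, adjusted 0.188). For Ccl4 it was 0.30, higher in 4 of 7 libraries and smaller than its SD of 1.55 (exact permutation p = 0.594, adjusted 0.679), and without severe replicate 2 it was -0.02. T cells/NK cells held 6031 ± 3848 CPM of Ccl5 beside 5.26 ± 7.69 CPM in macrophages/microglia of the same libraries (SD, n = 7). Ccl5 was higher in T cells/NK cells in 7 of 7 libraries, by 10.34 (exact permutation p = 0.0156, the smallest that 7 libraries allow, adjusted 0.125). The adjusted p for Ccl5 was 0.0417 at a resolution of 0.8 and with 30 principal components and 0.0313 with the low-UMI cluster counted as neutrophils, which was chosen after seeing the data and changes the adjustment only (exact permutation tests), within 0.0313 to 0.5 over its alternatives. Mean levels of Cxcr2 were 1.40 CPM in monocytes and 0.620 CPM in T cells/NK cells.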

Interestingly, our results also show that he elevated expression of CCL3,4-CCR5 in macrophages/microglia, CCL5-CCR5 in cells/NK cells, and CXCL2-CXCR2 in neutrophils. In summary, our results reveal the role of immune-related autophagy in SCI, and we identified chemokines corresponding to different cells local to SCI.

In this study, we described the expression of autophagy-related genes at the single-cell level at the site of SCI in rats and discussed the potential mechanisms. However, owing to the limitations of single-cell sequencing, such as the inability to accurately describe low-expression genes, large sample sizes are required for reliable analysis. Additionally, owing to the lack of corresponding clinical specimen research, it cannot be analyzed in combination with clinical information. We may conduct future research in this direction using multigroup science and space transcriptome technology.

In summary, our scRNA-seq dataset is the first full transcriptional analysis of SCI in rats, and it encompasses almost all the cells in the region of SCI. Through this dataset, we not only evaluated the heterogeneity of the cells that make up the injured site, but also screened the signal pathways in which IRAFs interact with each other at the injured site. Our analysis revealed new insights into the effect of immune cells on cellular heterogeneity, and the role of specific signaling pathways in autophagy in injured tissues. These results can help decipher the pathophysiological basis of SCI, which is difficult to treat.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was reviewed and approved by All experimental procedures were approved by the Animal and Ethics Committee of the Experimental Animal Center of Air Force Medical University (No. IACUC-20201003).

## Author contributions

LEL, RY, and KY contributed to all steps of the study and wrote the manuscript. RZ, HQ, and QZ participated in rat modeling. PZ and HQ participated in Immunofluorescence and transmission electron microscopy experiments. HW participates in single-cell data analysis, and SL participated in statistical analysis. BL and QM contributed to the project design. All authors contributed to the article and approved the submitted version.

## Funding

This work was financially supported by the National Natural Science Foundation of China (No. 82174166), and the Innovation Capability Support Program of Shaanxi (No. 2021TD-45).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Single-cell RNA sequencing reveals the role of immune-related autophagy in spinal cord injury in rats
**Source:** Front Immunol. 2022 Sep 21;13:987344. doi: 10.3389/fimmu.2022.987344
**Supplement:** Supplementary file 1

## Supplementary Materials and Methods

### *Animals and breeding*

For sequencing, and histological validation of tip cells, female Wistar rats [SPF Biotechnology Co., Ltd., Beijing, China. certificate no. SCXK (Jing) 2019-0010] were reared in the Orthopaedic Laboratory of the second affiliated Hospital of Air Force military Medical University [certificate no. SCXK (Shaanxi) 2020-007]. The feeding conditions are as previously described(Yan et al., 2022a). All experimental procedures were approved by the Animal and Ethics Committee of the Experimental Animal Center of Air Force Medical University (No. IACUC-20201003).

### *SCI surgical procedures*

All animals were randomly divided into the following groups, the randomization method as previously described(Yan et al., 2022a), the sham group, the mild group, the moderate group, and the severe group. The rats were anesthetized by intraperitoneal injection of 3% sodium pentobarbital (40 mg/kg). Surgical procedures were described previously(Bellver-Landete et al., 2019; Liu et al., 2021). Briefly, according to the special anatomical structure of T9-T11 spinous process, T9 was determined, T9 spinal cord was exposed, and bilateral pedicles were fixed. Above T9, the weight (10g) was contused from 12.5mm 25mm and 50mm height respectively, resulting in mild, moderate and severe injury. Rat lower limb trembling and tail droop indicate that the model is successful. In the sham operation group, all the animals underwent laminectomy alone. After rinsing with normal saline, suture the skin layer by layer. Throughout the whole surgery, the body temperature of the rats was maintained at approximately 37 °C using a heating pad. All procedures were performed by one experimenter, while the impactor was operated on by another experimenter. After the surgery, the bladders of the rats were massaged twice daily until urination function was restored(Yao et al., 2018). Buprenorphine (0.05 mg/kg) was injected subcutaneously daily for 3 days, and cefazolin (50 mg/kg) was administered subcutaneously once daily for 7 days. From the beginning to the end of the experiment, the general condition of the rats was assessed, and wounds, infections, and other alterations were monitored daily. Animals were excluded if they died prematurely.

### *Tissue preparation for scRNA-seq*

The rats were deeply anesthetized with pentobarbital (100 mg/kg) at 7 dpi, and 10-mm spinal cord tissue (from 5 mm rostral to 5 mm caudal from lesion core) was harvested on ice. Single cell dissociation and sequencing were completed with the assistance of LC-Bio Technology (Hangzhou, China). Briefly, first, single cells were separated by 10x genomics platform microfluidic technology, and then the gel beads with barcode and primers and a single cell were wrapped in oil droplets; the gel beads dissolved in the oil droplets to release reverse transcription oligo, and the cells cleaved to release mRNA. After the liquid oil layer of cDNA; with barcode was obtained by SMART method, the cDNA library was constructed, and finally the Illumina sequencing platform was detected.

We also downloaded the RNAseq dataset GSE115067(Squair et al., 2018) as an auxiliary analysis, the data sets are all samples derived from *Rattus norvegicus*, and the detection platform is NextSeq 550 (*Rattus norvegicus*). The data set we selected were sequenced samples of rats with different severity of SCI, including five biological repeats of 0,100,200 kdyn shock. A total of 15 samples were included in this study.

### *Quality control, normalization, and data integration*

We used Seurat (version 4.0) R package(Hao et al., 2021) to import the Cellranger (version 6.0.1)(Zheng et al., 2017) result matrix of 8 samples of single-cell data set, and created the Seurat object for this analysis.

The proportion of mitochondrial genes to all genetic material may indicate whether the cell is in a steady state. We generally think that when the proportion of mitochondrial genes in a cell is higher than all genes, it may be in a state of stress. As a result, we filtered cells with mitochondrial gene content more than 10%. We also filter the twins according to the doublet ratio of the 10x genomics platform according to the standard of  $0.077 * \text{sample cell number}$ , and filter outliers by  $2 * (\text{mean} + /-\text{standard deviation})$ , that is, low-quality cells that specify the number of genes and the number of UMI. After the above steps, we obtained 56287 cells.

Standardize the data using the LogNormalize method. After controlling the relationship between average expression and dispersion, highly variable genes were identified in a single cell. Then, we use principal component analysis (Principal Component Analysis, PCA), using variable genes as input, and identify significant principal components according to the ElbowPlot function. The first 15 principal components were selected as the statistically significant input of t-Distributed Stochastic Neighbor Embedding (t-SNE).

#### ***Cell clustering, cell marker, and cell type identification***

The FindClusters function was used to cluster the cells, and the resolution parameter was set to 0.4, which is divided into 22 clusters. We further looked for the differences between cell clusters, marker. In order to verify our cell type annotation, we first replaced the homologous genes of rats and mice and annotated the standard cell types by using the MouseRNAseqData data set in SingleR (version 1.8.1) R package(Aran et al., 2019) and related literature(Milich et al., 2021).

#### ***Single cell subgroup analysis and quasi-sequential analysis***

Subset function was used to extract immune cell groups (macrophages/microglia, monocytes, neutrophils, T<sub>NK</sub> cells, B cells), macrophages/microglia, T<sub>NK</sub> cells for subpopulation analysis. The differences of macrophage/microglia subsets between mild injury group and control group, moderate injury group and control group, severe injury group and control group were analyzed, and the significant difference gene screening threshold FoldChange was set as 1pvalue less than 0.05.

Monocle (version 2.22.0) R packet(Qiu et al., 2017) was used to infer the cell differentiation of the above three subsets. The integrated gene expression matrix from each cell subgroup is first derived from the Seurat object to Monocle to construct the cell dataset. Use the variable gene defined by the dispersionTable function, and then use the setOrderingFilter function to sort the cells.

The DDRTree method is used to reduce the dimension and the orderCells function is used to estimate the arrangement of cells along the trajectory. Based on the clustering characteristics and marker gene analysis, the trajectory map of the differentiation time of immune cells in single cell data set was obtained. The analysis of each track adopts a standard scheme with default parameters.

#### ***GO and KEGG enrichment analysis and Gene set variation analysis***

Gene Ontology (GO)enrichment analysis is a common method for large-scale functional enrichment of genes in different dimensions and different levels. Fisher accurate test is used to calculate the enrichment significance of each Term in biological processes (BP), molecular function (MF) and cellular components (CC), and count the number of differential genes included in each GO entry. The hypergeometric distribution algorithm(Mi et al., 2017) was used to calculate the significance of differential gene enrichment in each GO entry. The calculation results will return a P value of rich significance, and the smaller this value, the more significant it is statistically.

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis uses hypergeometric distribution

to calculate the correlation between each pathway in KEGG pathway and this differential gene. The smaller the P-value, the correlation degree between the corresponding pathway and this differential gene.

Gene set variation analysis (GSVA) Analysis of immune Cell Group in single Cell data set based on R language GSVA package(Hänzelmann et al., 2013). GSVA analysis carried out rank statistics calculation similar to K-S test for the gene set corresponding to each pathway. Then the pathways with significant differences were obtained by limma package(Ritchie et al., 2015), so as to evaluate the enrichment degree of different pathways among different groups. Statistical significance was defined as  $P < 0.05$ .

#### ***Analysis of intercellular communication***

CellChat (version 1.1.3) R package(Jin et al., 2021) is often used to analyze intercellular communication networks from single-cell rna sequencing data. CellChat was used to quantitatively infer and analyze the intercellular communication network from single-cell rna sequencing data, circle map was used to show the interaction of cell populations, and the bubble diagram was used to count all the important ligand pairs in intercellular signal transmission.

#### ***Analysis of cell score and Regulon regulator based on immune-related autophagy factors***

We focus on autophagy genes related to immunity, so we download immune genes and autophagy genes from ImmPort database (Bhattacharya et al., 2014) (<https://www.immport.org/>) and HADb human autophagy database (<http://www.autophagy.lu/index.html>) for follow-up analysis. Based on our research species. Firstly, rat homologous genes were screened from the list of human immune genes and human autophagy genes by homologene (version 1.1.3) R package (<https://oganm.github.io/homologene/>). The differential immune genes were obtained in the difference analysis of immune cell subsets, and then through the intersection of these differential immune genes and autophagy-related homologous genes, the immune-related autophagic factors (IRAFs) of rats were finally obtained.

Based on the above IRAFs dataset, we use the AddModuleScore function to calculate the score of a single cell in this gene set. Then all the cells were divided into high and low group cell groups according to the median score, and finally the diseased sample cell groups in the high score cell group were selected for follow-up SCENIC analysis.

Multicellular organisms contain a variety of cell types, each with its own morphology and function. Cell types are generally maintained by the coordination and interaction between transcription factors and their corresponding target genes. We can identify the co-expressed modules (regulon) between transcription factors (TFs) and potential target genes and the regulon activity scores of each cell (regulon activity score, RAS) through SCENIC (version 1.1.2)(Aibar et al., 2017) software.

#### ***Analysis of differences between groups based on RNA-seq data***

We download the Counts matrix of the RNAseq dataset, convert Ensembl ID to GeneSymbol, and organize the matrix file. DESeq2 (version 1.34.0) R packet(Love et al., 2014) was used to analyze the difference between the uninjured group and the injured group. The significant difference gene screening threshold FoldChange was set as 1m p value less than 0.05p value. PCA principal component analysis is used to visualize the overall distribution of samples.

#### ***Estimation of the fraction of immune cell types***

CIBERSORT (<https://cibersortx.stanford.edu/>)(Newman et al., 2015) analysis tool is a bioinformatics algorithm for accurate calculation of immune cell infiltration. The hypothetical immune cell abundance was estimated using a reference set of 25 immune cell subtypes (including Mast Cells, Neutrophil Cells, Eosinophil Cells, B Cells Memory, B Cells Naive, Plasma Cells, T Cells CD8 Activated, T Cells CD8 Naive,

T Cells CD8 Memory, M0 Macrophage, M1 Macrophage, M2 Macrophage, Treg Cells, T Cells CD4 Memory, T Cells CD4 Naive, T Cells CD4 Follicular, Th1 Cells, Th17 Cells, Th2 Cells, Monocyte, GammaDelta T Cells, NK Resting, NK Activated, DC Activated, DC Immature) and 1000 permutations. Use the R software to set the number of combinations to 1000. A bar chart was drawn to show the composition of infiltrating immune cells in each sample. Corrplot (<https://github.com/taiyun/corrplot>) version 0.92) R packet was used to visualize the pearson correlation analysis of 25 kinds of infiltrating immune cells.

### ***qPCR***

Real-time quantitative PCR (RT-qPCR) was performed using 2qPCR SmArt Mix (DIYIBio, Shanghai, China). Three primer sets were tested for each gene and showed identical results. Primer sequences are listed in Table 1. Quantitative PCR was performed in a Rotor-Gene Q with SYBR reagent in a final volume of 20  $\mu$ L per well. Samples were amplified independently at least three times. Relative gene expression was converted using the  $1.8^{-\Delta\Delta C_t}$  method against GAPDH. GAPDH primer: forward, 5'-ACAGCAACAGGGTGGTGGAC-3' and reverse, 5'-TTTGAGGGTGCAGCGAACTT-3'. Hdac1 primer: forward, 5'-TTCTGTCAGTTGTCCACGGG-3' and reverse, 5'-AACAGAAGCCGGATGCTTCA-3'. Cxcr4 primer: forward, 5'-GCCATGGCTGACTGGTACTT-3' and reverse, 5'-CACCCACATAGACGGCCTTT-3'. Ctsb primer: forward, 5'-CAGGCTGGACGCAACTTCTA-3' and reverse, 5'-TCTGATCTGTGCGATGGTTCG-3'. Birc5 primer: forward, 5'-CTTCATCCACTGCCCTACCG-3' and reverse, 5'-GGGGAGTGCTTCCTATGCTC-3'. Hspa5 primer: forward, 5'-TCGACTTGGGGACCACCTAT-3' and reverse, 5'-AGTGAAGGCCACATACGACG-3'. Hspa8 primer: forward, 5'-CTTGGCACCACTACTCCTG-3' and reverse, 5'-GAAAGCAACATAGCTCGGCG-3'. Vegfa primer: forward, 5'-CAAACCTCACCAAAGCCAGC-3' and reverse, 5'-TTCTCCGCTCTGAACAAGGC-3'. Eif2ak2 primer: forward, 5'-AGCAGAACTCAATCACGCCA-3' and reverse, 5'-GGATAAAGAGGCACCGGGTC-3'.

### ***Transmission Electron Microscopy (TEM)***

After the fresh tissue determines the material selection part, cut the required observation sample into small pieces of about 1mm<sup>3</sup>. Fix in 2.5% glutaraldehyde at 4°C for 2-4h. The tissue block was rinsed three times with 0.1M phosphoric acid rinse solution for 15min each time, and then the sample was placed in a refrigerator with 1% osmic acid at 4°C and fixed for 2h. The sample is added into 30%-50%-70%-80%-95%-100%-100% alcohol in turn for gradient dehydration, 15min each time, 100% propylene oxide for 3 times, 5 min each time. Propylene oxide + embedding solution (2: 1) at room temperature for 2h, Propylene oxide + embedding solution (1: 2) at room temperature for 3h, and pure embedding solution at room temperature overnight. Replace the pure embedding solution at room temperature for 3-4h. Then pick out the sample with toothpick and embed it on the embedding plate, Placing the embedding plate in an oven at 60°C for 48h, and taking out the embedding block for later use after the resin is completely polymerized. After rough trimming, the resin block is semi-thin sliced in an ultra-thin slicer, and after trimming according to the positioning condition, the required position is ultra-thin sliced with a slice thickness of 70nm, and the copper net is used for fishing. Dyeing with 3% uranium acetate saturated alcohol solution for 8 min; 70% alcohol for 3 times and ultrapure water for 3 times; Staining with 2.7%

lead citrate solution for 8 min; Clean with ultrapure water for 3 times, and slightly dry the filter paper. Observation and photographing under transmission electron microscope (HITACHI- HT7700, Japan).

### ***Immunostaining***

Immunofluorescence staining have been detailed in previous publications(Yan et al., 2022b). Briefly, The sections were incubated, rinsed, antigen-retrieval, permeabilized, blocked, and then incubated with primary antibody overnight at 4 °C in a wet box. The following primary antibodies were used: rabbit anti-CD68 (1:200, Abcam, Cambridge, UK), mouse anti-Lc3b (1:100, Abcam), After three rinses in PBS for 10 minutes each, the sections were incubated with Coralite488-conjugated goat anti-rabbit IgG (1:200, Proteintech, Wuhan, China) or Cy3-conjugated goat anti-mouse IgG (1:100, Proteintech) for 1 hour at room temperature. The sections were washed in PBS 3 times and then coverslipped with a drop of anti-fade DAPI-Fluoromount G (SouthernBiotech, Birmingham, AL, USA) for nuclear counterstaining. The sections were visualized with an inverted fluorescence microscope BX51, and the images were analyzed with ImageJ software.

figure S1, Data quality control. A, Quality control (QC). B, nCount (UMI). C, nCount (Gene). D, Percent of cell in Clusters

figure S2, In the immune cell group, the immune-related intersection genes were obtained by the analysis of differences between groups, which were shown in the violin picture.

figure S3, Quasi-chronological analysis. A, Based on the pseudo-sequence diagram of each cell cluster during the differentiation process. B, Quasi-time trajectory map, the color from dark to light, indicating the time of differentiation from early too late.

figure S4, Heat map of Transcription Factors regulation intensity. A, Regulon regulons analyze the RAS-specific heatmap of regulons in each cell cluster, with rows indicating different regulons and columns indicating different cell clusters. The color changes from blue to red indicating that the RAS activity score ranges from low to high, and the RAS score indicates that the stronger the activity of regulon in this cell population.

figure S5, Lc3b was upregulated in Macrophages/microglia after SCI. A, Double immunostaining analysis of Lc3b (green) and Cd68 (red) in horizontal sections of uninjured spinal cords and injured spinal cords at mild, moderate and severe degree. B, Quantitative analysis of the relative fluorescent intensity of Lc3b level (normalized to sham group) at different degrees after SCI as shown in (A) (n = 3 per group). Scale bars, 200  $\mu$ m. Data were mean  $\pm$  SD. One-way ANOVA with Bonferroni's post-tests, \*P < 0.05, \*\*\*\*P < 0.0001.

figure S6, Gene set variation analysis.

Supplementary table

Table S1, Summary of cell marker gene

## Supplementary References

- Aibar, S., González-Blas, C.B., Moerman, T., Huynh-Thu, V.A., Imrichova, H., Hulselmans, G., et al. (2017). SCENIC: single-cell regulatory network inference and clustering. *Nat Methods* 14(11), 1083-1086. doi: 10.1038/nmeth.4463.
- Aran, D., Looney, A.P., Liu, L., Wu, E., Fong, V., Hsu, A., et al. (2019). Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat Immunol* 20(2), 163-172. doi: 10.1038/s41590-018-0276-y.
- Bellver-Landete, V., Bretheau, F., Mailhot, B., Vallières, N., Lessard, M., Janelle, M.E., et al. (2019). Microglia are an essential component of the neuroprotective scar that forms after spinal cord injury. *Nat Commun* 10(1), 518. doi: 10.1038/s41467-019-08446-0.
- Bhattacharya, S., Andorf, S., Gomes, L., Dunn, P., Schaefer, H., Pontius, J., et al. (2014). ImmPort: disseminating data to the public for the future of immunology. *Immunol Res* 58(2-3), 234-239. doi: 10.1007/s12026-014-8516-1.
- Hänzelmann, S., Castelo, R., and Guinney, J. (2013). GSEA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics* 14, 7. doi: 10.1186/1471-2105-14-7.
- Hao, Y., Hao, S., Andersen-Nissen, E., Mauck, W.M., 3rd, Zheng, S., Butler, A., et al. (2021). Integrated analysis of multimodal single-cell data. *Cell* 184(13), 3573-3587.e3529. doi: 10.1016/j.cell.2021.04.048.
- Jin, S., Guerrero-Juarez, C.F., Zhang, L., Chang, I., Ramos, R., Kuan, C.H., et al. (2021). Inference and analysis of cell-cell communication using CellChat. *Nat Commun* 12(1), 1088. doi: 10.1038/s41467-021-21246-9.
- Liu, H., Zhang, J., Xu, X., Lu, S., Yang, D., Xie, C., et al. (2021). SARM1 promotes neuroinflammation and inhibits neural regeneration after spinal cord injury through NF- $\kappa$ B signaling. *Theranostics* 11(9), 4187-4206. doi: 10.7150/thno.49054.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15(12), 550. doi: 10.1186/s13059-014-0550-8.
- Mi, H., Huang, X., Muruganujan, A., Tang, H., Mills, C., Kang, D., et al. (2017). PANTHER version 11: expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. *Nucleic Acids Res* 45(D1), D183-d189. doi: 10.1093/nar/gkw1138.
- Milich, L.M., Choi, J.S., Ryan, C., Cerqueira, S.R., Benavides, S., Yahn, S.L., et al. (2021). Single-cell analysis of the cellular heterogeneity and interactions in the injured mouse spinal cord. *J Exp Med* 218(8). doi: 10.1084/jem.20210040.
- Newman, A.M., Liu, C.L., Green, M.R., Gentles, A.J., Feng, W., Xu, Y., et al. (2015). Robust enumeration of cell subsets from tissue expression profiles. *Nat Methods* 12(5), 453-457. doi: 10.1038/nmeth.3337.
- Qiu, X., Mao, Q., Tang, Y., Wang, L., Chawla, R., Pliner, H.A., et al. (2017). Reversed graph embedding resolves complex single-cell trajectories. *Nat Methods* 14(10), 979-982. doi: 10.1038/nmeth.4402.
- Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W., et al. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 43(7), e47. doi: 10.1093/nar/gkv007.

- Squair, J.W., Tigchelaar, S., Moon, K.M., Liu, J., Tetzlaff, W., Kwon, B.K., et al. (2018). Integrated systems analysis reveals conserved gene networks underlying response to spinal cord injury. *Elife* 7. doi: 10.7554/eLife.39188.
- Yan, R., Li, E., Yan, K., Zhang, Q., Wen, Y., Zhang, R., et al. (2022a). A modified impactor for establishing a graded contusion spinal cord injury model in rats. *Annals of Translational Medicine*.
- Yan, R., Li, E., Yan, K., Zhang, Q., Wen, Y., Zhang, R., et al. (2022b). A modified impactor for establishing a graded contusion spinal cord injury model in rats. *Ann Transl Med* 10(8), 436. doi: 10.21037/atm-21-5851.
- Yao, Y., Xu, J., Yu, T., Chen, Z., Xiao, Z., Wang, J., et al. (2018). Flufenamic acid inhibits secondary hemorrhage and BSCB disruption after spinal cord injury. *Theranostics* 8(15), 4181-4198. doi: 10.7150/thno.25707.
- Zheng, G.X., Terry, J.M., Belgrader, P., Ryvkin, P., Bent, Z.W., Wilson, R., et al. (2017). Massively parallel digital transcriptional profiling of single cells. *Nat Commun* 8, 14049. doi: 10.1038/ncomms14049.

How the deposited data were processed for this re-analysis (not part of the article)

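Droplet-based single-cell RNA sequencing was done on the spinal cord of female Wistar rats 7 days after a 10 g weight had been dropped from 12.5 mm, 25 mm or 50 mm or after laminectomy alone. The 8 libraries, 2 per group, were mapped to the sham, mild, moderate and severe groups by their deposited labels. For each library the authors deposited the UMI counts of each gene and cell made with Cell Ranger, with the list of 32623 genes and the cell barcodes. The values are raw counts, without normalization or a filter on cells beyond Cell Ranger's own. The paper names Seurat 4.0 and SingleR 1.8.1 for its own analysis. Read-level steps, the pseudotime, regulon, cell communication and enrichment analyses, the qPCR, staining and microscopy data, and the bulk RNA sequencing of another study were not analysed here.

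Cells were filtered in the order of the paper's supplementary methods. Cells with more than 10% of their UMIs on mitochondrial genes were removed first. Then the 7.7% of each library's cells with the highest doublet score of Scrublet (scanpy 1.11.5) were removed, since the paper states this rate but no tool. Last, cells outside the mean plus or minus 2 SD of UMIs or of detected genes within their library were removed. The supplementary methods place the factor 2 before the mean as well, which was read as this limit. Alternatives were no doublet removal, a mitochondrial limit of 20% and limits set over all libraries together. The kept cells of a library held between 23550699 and 99423333 UMIs in total and a median of 793 to 2735 detected genes per cell.

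Counts were normalized with Seurat 5.3.0 (R 4.3.3) by LogNormalize, and 4000 variable genes, 15 principal components and a resolution of 0.4 were used for clustering, with libraries merged without batch correction. Alternatives were a resolution of 0.8 and 30 principal components. Immune cells, macrophages/microglia and T cells/NK cells were clustered again with the same settings. Clusters were named by 220 marker genes of cell types, with further lists for the subsets of macrophages/microglia, 248 list entries in all. A marker counted when it was detected in at least 10% of a cluster's cells and had a positive log2 fold change over the other cells. At least 3 such markers and 1 marker among the leading 50 genes were required. A cluster was left unnamed when its leading 10 genes held more markers of another type, or when its UMI numbers were low and its leading 10 genes held no marker of its type.

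The marker lists were fixed early, but the definition of the fold change and the rule that picks the type were settled after the clusters had been looked at. A total of 10 definitions of the fold change and 2 rules were tried. The fold change was kept as Seurat defines it, on means of counts per 10000 with a pseudocount of 1. Under other definitions the unnamed low-UMI cluster of 5624 cells would have been named neutrophils, and the cluster of 5146 cells with 1 macrophage and 1 neutrophil marker among its leading 10 genes would have held more neutrophil markers. Both clusters were therefore also treated the other way in alternatives added after seeing the data.

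For tests between groups, raw UMI counts were summed over the cells of a type in each library. Genes were kept by filterByExpr of edgeR 4.0.16 and tested with its quasi-likelihood test after TMM normalization, with all 4 groups in 1 fit, each injured group against the sham group, and Benjamini-Hochberg adjustment at a threshold of 0.05. Alternatives were DESeq2 1.42.0 with its own size factors, normalization by library size only, no filter on low counts, the replicate number as a block, only the 2 groups compared, and leaving out each library in turn. Genes named in the text are those the paper names for the single-cell data, and for each comparison the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 TMM-scaled CPM and both injured libraries on the same side of both sham libraries. The same steps were tested on simulated counts with 200 changed genes. The results of some genes are not reported here, and adjusted p-values and counts include them.

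Shares of cell types were set against the drop height by exact permutation tests of Spearman's rho and Pearson's r over the 8 libraries. Levels of 2 genes or in 2 cell types were compared within libraries that held at least 20 cells of the type, or 100 in an alternative, by exact sign-flip permutation tests of differences in log2(CPM + 1), with a pseudocount of 10 CPM as an alternative. Shares of cells with a UMI of a gene were computed after thinning each cell with enough UMIs to 1000 UMIs, or to 500 in an alternative. Exact tests and intervals used scipy 1.17.1, and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.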

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

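All tests in this part were chosen after the result was seen.

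Rps19 (ENSRNOG00000037897), a ribosomal protein gene that the paper does not discuss, held 1827 and 1408 CPM in fibroblasts of the severe libraries, a mean of 1618 CPM. The mean was 136 CPM in the sham libraries and 73.9 CPM in the mild and moderate libraries. It was singled out because its level in the severe libraries stood above the sham level in data the paper does not report on. Rps19 came first among the 50 genes that rose most in oligodendrocyte precursors of the severe libraries over the mild and moderate ones. In cell types that had no part in that choice, the 50 genes rose together. Their median log2 difference was 1.52 in fibroblasts, with 50 of 50 genes higher, and 1.48 in oligodendrocytes, 1.44 in T cells/NK cells and 1.37 in macrophages/microglia, with 47 of 50 higher in each. In 10000 random lists of 50 genes of like level the median lay between -0.33 and 0.00 over these types. For the 50 genes that fell most in oligodendrocyte precursors the median was -1.44, -1.501, -1.58 and -1.14 in the same 4 types. A shift common to unrelated cell types of the severe libraries is a candidate explanation that these medians, 1.52 in fibroblasts, leave standing.

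The tables argue against library depth as the cause. Severe replicate 2 and moderate replicate 2 had like median UMI numbers per kept cell, 10814 and 10755, yet the 50 rising genes differed between them by a median of 1.46 in fibroblasts. They also argue against severe injury alone with sham libraries like the mild and moderate ones. By the median of the rising genes, the sham libraries stood above the mild and moderate ones in every cell type with enough cells. The lowest median difference was 0.443, while single mild and moderate libraries differed from the others of these groups by -0.11 to 0.12. For the 50 falling genes the sham libraries stood below all mild and moderate ones in 9 of 9 cases over the cell types. The highest median difference of a sham library was -0.448 over oligodendrocyte precursors, fibroblasts and oligodendrocytes, while single mild and moderate libraries there differed by -0.18 to 0.10, which argues against severe injury alone for these types as well. The gap was small in macrophages/microglia, with -0.184 for the higher sham library beside -0.109 to 0.0961. It was also small in T cells/NK cells, with -0.376 for sham replicate 1 beside -0.354 to 0.306. These types do not decide on severe injury alone for the falling genes. The differences given here are medians of the lists, and single genes depart from them. In oligodendrocyte precursors the falling gene Sumo4 held 236 and 521 CPM in the sham libraries. The mild and moderate libraries held 101 to 157 CPM of it. In T cells/NK cells the rising gene LOC108351137 (ENSRNOG00000030963) held 42.6 CPM in sham replicate 1, below the mild and moderate libraries. For such genes severe injury alone stays open.

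Reads shared between near-identical gene copies could be a source of the shift, and this cannot be told apart from other causes because no sequences were compared. Provisional or unnamed genes made up 18 of the 50 rising genes and 11 of the 50 falling genes, against 4.54% of the 5555 genes the lists were chosen from, and 6 of the rising genes encode ribosomal proteins. A difference in preparation or counting between the libraries stays open as well, since no batch label is given, though it would not follow the severe group alone, as the sham libraries share the shift in part. A strain or donor variant against the reference, and a response to injury that the sham libraries share in part, were not tested. Of the 100 rising and falling genes, 33 were among the 920 genes that passed in macrophages/microglia of the severe group, 19 among the 780 of the mild and 9 among the 188 of the moderate group. In immune cells 18 were among the 175 genes that passed in the severe group, and none among those of the other groups. None of the 8 IRAFs is among the 100.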

How the results depend on the processing

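The alternatives that count the low-UMI cluster as neutrophils, count oligodendrocyte precursors as oligodendrocytes or leave out the macrophage cluster with neutrophil markers were chosen after seeing the data, and the other alternatives, the comparisons and the marker lists were set before the data were examined. The definition of the fold change and the rule that picks the type of a cluster were settled after the clusters had been seen. No test of an explanation is reported in this part. For every change listed here the cause was not tested, except where the alternative itself leaves fewer libraries in the fit or in the test.

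The number of kept cells was 60135 without doublet removal, 57904 with a mitochondrial limit of 20% and 56030 with limits set over all libraries together, against 55451. A resolution of 0.8 gave 37 clusters of all cells against 23, while 30 principal components gave 28 and no doublet removal 24.

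The numbers of genes that passed in macrophages/microglia in the mild, moderate and severe groups were 780, 188 and 920. They were 2177, 1212 and 2178 with DESeq2 and its own size factors, and 1989, 1297 and 1983 with no filter on low counts. With the replicate block they were 170, 60 and 459. Deviations of the replicates from their group means correlated between groups by -0.33 to 0.29 in macrophages/microglia. The correlations were positive among the sham, mild and severe groups and negative in each pair with the moderate group. The replicate numbers therefore do not pair libraries over all 4 groups. With only the 2 groups compared the numbers of genes were 0, 0 and 40, with 3033, 1853 and 2214 genes at an unadjusted p under 0.05. They were 1527, 806 and 1905 at a resolution of 0.8, 287, 5 and 369 with 30 principal components, and 351, 634 and 1764 with the macrophage cluster with neutrophil markers left out. With library size only, the severe group had 2234 genes, of which 15.0% rose against 60.8% with TMM, and the median log2 fold change of all genes moved from -0.11 to -0.58. The other filters of cells kept each number within 1.5 times its value. Leaving out 1 library of a group outside the comparison left 77 to 194 genes in the mild, 2 to 12 in the moderate and 272 to 430 in the severe group. The lowest value, 77, came without moderate replicate 1, 2 without mild replicate 1 and 272 without mild replicate 1.

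In immune cells the numbers were 14, 12 and 175. They were 2546, 1316 and 1798 with DESeq2 and 483, 172 and 438 with no filter on low counts. With the replicate block they were 0, 0 and 54, with 3367 and 2217 genes at an unadjusted p under 0.05 in the mild and moderate groups. With only the 2 groups compared they were 0, 0 and 0, with 2282, 1244 and 1336 genes at an unadjusted p under 0.05. In the mild and moderate groups they were 0 and 0 with the low-UMI cluster counted as neutrophils (3832 and 2613 unadjusted), 0 and 0 with a mitochondrial limit of 20% (4047 and 2739 unadjusted), 40 and 24 at a resolution of 0.8, and 0 and 7 without the macrophage cluster with neutrophil markers (3695 unadjusted in the mild group). With 30 principal components they were 0, 0 and 84 (3658 and 2513 unadjusted). Leaving out 1 library of another group left 0 to 0 in the mild and the moderate group, and 0 to 2 in the severe group. The unadjusted numbers were then 3205 to 3613, 2016 to 2382 and 2549 to 2706.

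Ctsb in macrophages/microglia rose under every alternative. Its adjusted p passed the threshold in the mild group with DESeq2 (log2 fold change 1.46), library size only (1.42), no filter on low counts (1.55) and a resolution of 0.8 (1.51), and in the severe group with DESeq2 (1.07). Leaving out each library in turn gave 1.07 to 2.14, 0.58 to 1.68 and 0.65 to 1.73 in the mild, moderate and severe groups, the lowest without sham replicate 1 and the highest without sham replicate 2. In the clusters named microglia Ctsb kept an adjusted p above the threshold under every alternative with a test. Leaving out each library in turn gave 0.79 to 1.93, 0.23 to 1.49 and -0.51 to 1.33 there.

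Hspa8 in macrophages/microglia changed sign in the mild group with no filter on low counts (0.0431), without the macrophage cluster with neutrophil markers (0.0783), at a resolution of 0.8 (0.0776) and with a mitochondrial limit of 20% (0.00103), against -0.04, and ran from -0.29 to 0.39 with each library left out in turn. In the moderate group it was 0.0336 without that cluster and 0.0651 at a resolution of 0.8, against -0.09. Hspa5 in the severe group was -0.28 with library size only, against 0.23. Vegfa in the mild group was -0.11 without the macrophage cluster with neutrophil markers and -0.11 with 30 principal components, against 0.76.

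Spearman's rho between the neutrophil share and the drop height was -0.293 at a resolution of 0.8 and with 30 principal components, against 0.390, and ran from 0.202 to 0.973 with each library left out in turn, the highest without sham replicate 1, where it passed (exact permutation test, adjusted p = 0.0317). Each of the libraries left there held only 1 to 36 neutrophils. For monocytes rho ran from 0.679 to 0.973, the highest without mild replicate 1, where it passed (exact permutation test, adjusted p = 0.0317), against 0.781. For macrophages/microglia it was 0.0976 without the macrophage cluster with neutrophil markers, against -0.244, and ran from -0.753 without sham replicate 1 to 0.0184 without sham replicate 2. For oligodendrocytes it stayed negative, from -0.698 to -0.441 with each library left out in turn.

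Cxcl2 in neutrophils against macrophages/microglia passed the threshold after adjustment with 30 principal components (2.48), at a resolution of 0.8 (3.05) and with the low-UMI cluster counted as neutrophils (3.399), against 0.89. Cxcl3 changed sign under the same alternatives, to 3.00, 3.95 and 3.75 against -3.00, and Cxcl1 with the low-UMI cluster only, to 0.74 against -4.79. These alternatives bring in libraries with fewer than 20 neutrophils otherwise. Ccl5 in T cells/NK cells passed with 30 principal components (10.34), at a resolution of 0.8 (10.38) and with the low-UMI cluster counted as neutrophils, where only the adjustment changed. Ccl4 in macrophages/microglia against T cells/NK cells ran from -0.019 without severe replicate 2 to 0.62. Hspa8 against Hspa5 in T cells/NK cells was 1.72 with at least 100 cells per library, where 5 libraries cannot reach the threshold, and Eif2ak2 against the next lowest IRAF by mean log2(CPM + 1) was 0.15 without the macrophage cluster with neutrophil markers, against -0.89, each against Vegfa. With each library left out in turn it ran from -1.01 to -0.44 where Vegfa was the next lowest, and without sham replicate 2, where Birc5 was, it was -1.37 and passed (exact permutation p = 0.0313). With at least 100 cells per library the genes of neutrophils had no value, since only sham replicate 1 held that many.

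Where a library of the compared groups was left out, 1 group kept a single library, and only log2 fold changes are given. The sign then changed for further IRAFs in macrophages/microglia, none of which had passed the threshold. The ranges with each library left out in turn were -0.25 to 1.60 and -0.27 to 1.75 for Birc5 in the moderate and severe groups, -0.47 to 0.31, -0.55 to 0.25 and -0.06 to 0.72 for Hspa5 in the mild, moderate and severe groups, -0.32 to 0.33 for Hspa8 in the moderate group and -0.06 to 3.01 for Vegfa in the mild group. Map1lc3b in the mild and severe groups no longer passed when a library of another group was left out (adjusted p = 0.0679 to 0.0827 and 0.0721 to 0.0859), at log2 fold changes of 1.42 to 1.45 and of 1.41. With each library left out in turn these ran from 1.08 to 1.95 and from 1.06 to 1.93, the lowest without sham replicate 1 and the highest without sham replicate 2. Eif2ak2 in the mild group and Cxcr4 in the moderate group also lost the threshold without any library of another group (adjusted p = 0.0827 to 0.0974 and 0.0604 to 0.0788), and Cxcr4 in the mild group without either moderate library (0.0541 and 0.0524).

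Over the other values under all alternatives, 1000 stayed on the same side of the threshold or within the spread set for them, 50 moved, 164 were weaker, 21 were stronger and 14 reversed. The reversed ones are among the values and ranges given here.

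The spread between libraries limits the tests between groups. On simulated counts with the spread of the real libraries, 26.5%, 32.0% and 30.0% of 200 genes changed by 1 or 2 on the log2 scale were recovered in macrophages/microglia of the mild, moderate and severe groups, with 6, 9 and 10 false calls, and 0% in immune cells. With a dispersion of 0.02 and the same number of libraries, 95.0% to 95.5% were recovered in macrophages/microglia and 91.0% to 94.0% in immune cells.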

Differences from the paper's values

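The low-UMI and oligodendrocyte precursor alternatives named in this part were chosen after seeing the values. Shares are of the 55451 cells kept here and of the paper's 56287 cells, and the cell types were named again here from marker genes.

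Neutrophils were 8.90% of the kept cells against the paper's 17.832%. Among the alternatives set before the data were examined, a resolution of 0.8 and 30 principal components, with 15.7% each, fell within 1.5 times the paper's value. No doublet removal (8.68%), a mitochondrial limit of 20% (8.52%) and limits set over all libraries together (8.78%) did not. Counting the low-UMI cluster as neutrophils, chosen after seeing the values, gave 19.0%.

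Oligodendrocytes were 6.83% against the paper's 13.566%. None of the alternatives set before the data were examined closed the gap, with 6.80% to 7.14%. Counting oligodendrocyte precursors as oligodendrocytes, chosen after seeing the values, gave 14.3%.

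Cells of the clusters named monocytes, which may hold dendritic cells, were 2.24% against the paper's 4.852%. None of the alternatives set before the data were examined closed the gap, with 1.39% to 2.30%. Endothelial cells were 0.795% against the paper's 1.794%, and none of these alternatives closed the gap, with 0.792% to 0.906%.

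Fibroblasts were 3.97% against the paper's 2.466%. Limits set over all libraries together gave 3.56%, within 1.5 times the paper's value, and the other alternatives set before the data were examined gave 3.77% to 4.01%. Erythrocytes were 2.18% against the paper's 1.437%. No doublet removal gave 2.05% and a mitochondrial limit of 20% gave 2.09%, within 1.5 times the paper's value, and the other alternatives set before the data were examined gave 2.17% to 2.19%.

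The paper names astrocytes among its cell types, as 2.116% of its cells, and no cluster was named astrocytes here. A cluster of 900 cells with markers of astrocytes and of neurons stayed unnamed. Among the alternatives set before the data were examined, no doublet removal gave 2.16% and a mitochondrial limit of 20% gave 1.79%, within 1.5 times the paper's value. Limits set over all libraries together gave 0.568% and a resolution of 0.8 gave 0.577%, and 30 principal components gave none.

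The paper states that Ctsb rose significantly in macrophages/microglia after injury. Its log2 fold change was 1.48, 1.00 and 1.06 here, with adjusted p = 0.057, 0.177 and 0.111 by edgeR. The paper's supplementary methods name a p under 0.05 without an adjustment, and a fold change limit of 1 without its scale. Unadjusted edgeR's p was 0.00428, 0.0271 and 0.0209, under that limit in all 3 groups, so the difference rests on the adjustment. In the mild and severe groups it rests on the test as well, and in the mild group also on the processing. The adjusted threshold was passed in the mild group with DESeq2, library size only, no filter on low counts and a resolution of 0.8 (adjusted p = 0.00159, 0.0433, 0.00875 and 0.0352, in a range of 0.00159 to 0.157 over the alternatives), in the severe group with DESeq2 (0.0275, in a range of 0.0275 to 0.302), and in no alternative in the moderate group (0.0575 to 0.397). Adjusted over the list of 8 IRAFs alone, Ctsb passed in the mild and severe groups.

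The paper states that Hspa5, like Ctsb and Hspa8, was found in nearly all subsets of macrophages/microglia. With cells thinned to 1000 UMIs, Hspa5 was found in at least 35.8% of the cells in each of 16 clusters, and in more than 50% in 6 of them. Without thinning it was found in 95.6% of all macrophages/microglia, and in thinned erythrocytes in 0.723%, so whether this is a difference rests on the thinning and on the 50% limit. The paper states that Eif2ak2 was expressed least. Its mean over macrophages/microglia was the lowest of the 8 IRAFs at 23.9 CPM, but it was the lowest in 0 of the 16 clusters.

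The paper proposes that Cxcl3 and Cxcl2 signals are autocrine from neutrophils. Cxcl3 was higher in macrophages/microglia than in neutrophils in 2 of 3 libraries here, with a difference of -3.00, and was higher in neutrophils with a resolution of 0.8 (3.95), 30 principal components (3.00) and, chosen after seeing the values, the low-UMI cluster counted as neutrophils (3.75). The paper's results propose that Ccl5, Ccl4 and Ccl3 signals are paracrine from macrophages/microglia, and its discussion names Ccl5 for T cells/NK cells. Ccl5 was higher in T cells/NK cells in 7 of 7 libraries. Ccl4 was higher in macrophages/microglia than in T cells/NK cells in 4 of 7 libraries. Levels of these genes do not measure signals between cells.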

Other observations

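All tests of an explanation in this part were chosen after the result was seen, and the values of single genes come from the planned comparisons.

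The first sham library differed from all others in its makeup. Neutrophils were 52.4% of its cells, T cells/NK cells 7.10% and B cells 3.75%, against 5.28% for macrophages/microglia, and 387 of the 388 cells of an unnamed cluster came from it. Blood in this library may be the cause. A list of 12 platelet genes, written after the leading genes of that cluster had been seen and without those genes, held 134 CPM over all cells of this library and 4.18 to 9.89 CPM in the others. Of the 12 genes, 11 were detected and each of these was highest in this library, with Treml1 at 28.0 CPM and Gp9 at 25.4 CPM. Treml1 and Rgs18 gave most of the level in the other libraries. On the other side, its share of erythrocytes was 1.18%, below the 3.07% and 12.3% of the severe libraries, though above the 0% to 0.0778% of the mild and moderate ones. Blood can therefore not be told apart from another origin of these cells. The paper's text does not state whether the cord was perfused.

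The tables argue against an injured cord like the other 6 labelled as sham as the origin of this makeup. Cells of the clusters named monocytes, whose leading genes dendritic cells carry as well, were 0.0109% of its cells against 1.26% to 6.14% in the injured libraries, and neutrophils 52.4% against 0.0524% to 0.452%. Under the other filters of cells and settings of clusters the share of these cells was at most 0.0602% there and at least 0.393% in an injured library, and that of neutrophils at least 51.1% there and at most 26.0% in an injured library. Of 13 marker genes of monocyte-derived macrophages, its macrophages/microglia stood below all 6 injured libraries for 3, within their range for 4 and above it for 6, while sham replicate 2 stood below all 6 for 11. These markers point both ways and do not bear on the makeup. A sample from outside these groups and other explanations of this difference between 2 libraries of 1 group were not tested.

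Subsets followed libraries. At least 80% of the cells came from 1 library in 10 of 16 clusters of macrophages/microglia, 3 of 9 of T cells/NK cells and 7 of 21 of immune cells.

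The 3 comparisons in macrophages/microglia share the same sham libraries. Their log2 fold changes over 13265 genes correlated by 0.79 between mild and moderate, 0.60 between mild and severe and 0.59 between moderate and severe. These are correlations across genes, which are not independent replicates. In simulated data without any difference between groups the shared sham libraries alone gave medians of 0.62, 0.60 and 0.60. Of the genes that passed, 161 were shared between mild and moderate, 161 of them in the same direction, and 337 between mild and severe, 318 of them in the same direction.

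The paper's qPCR on cord tissue covers the IRAFs, and its staining covers Lc3b in Cd68-labelled microglia. Those measurements were not analysed here. In macrophages/microglia of the single-cell libraries the log2 fold change of Hdac1 was 0.56, 0.45 and 0.54 in the mild, moderate and severe groups (edgeR adjusted p = 0.195, 0.349 and 0.212). That of Vegfa was 0.76, 1.74 and 3.88 (adjusted p = 0.598, 0.306 and 0.054), and that of Hspa8 was -0.04, -0.09 and 1.04 (adjusted p = 0.953, 0.907 and 0.0947), with the sign changes of Vegfa and Hspa8 given with the alternatives. With each library left out in turn, Vegfa ran from 0.95 to 3.99 in the moderate and from 3.03 to 6.11 in the severe group. Hdac1 ran from 0.21 to 0.85 in the severe group. Over the alternatives (edgeR or DESeq2) the adjusted p of Vegfa lay between 0.0173 and 0.700 in the moderate group. In the severe group it was 2.22e-06 to 0.172, and that of Hspa8 was 0.0257 to 0.321. Adjusted over the 8 IRAFs alone, a list chosen on these samples, both passed there. Map1lc3b, which encodes Lc3b, rose by 1.41, 1.03 and 1.40 (adjusted p = 0.042, 0.121 and 0.038), and Cd68 by 1.96, 1.73 and 1.87 (adjusted p = 0.022, 0.040 and 0.014). With a library of another group left out, the adjusted p of Map1lc3b was above 0.05 in each group, and that of Cd68 was 0.0450 to 0.0541, 0.0698 to 0.0996 and 0.0332 to 0.0409. The difference between the 3 groups' changes was not tested. The transcription factors Tfeb, Usf2 and Spi1, whose regulons the paper scores, had log2 fold changes of 1.72, 0.83 and 0.62 in the mild group (adjusted p = 0.024, 0.112 and 0.211) and of 1.22, 0.54 and 0.89 in the severe group (adjusted p = 0.037, 0.258 and 0.107). For these 3 genes the moderate group and the fits with a library left out are not reported here.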
